# ASK1 signalling regulates brown and beige adipocyte function

**DOI:** 10.1038/ncomms11158

**Published:** 2016-04-05

**Authors:** Kazuki Hattori, Isao Naguro, Kohki Okabe, Takashi Funatsu, Shotaro Furutani, Kohsuke Takeda, Hidenori Ichijo

## Abstract

Recent studies suggest that adult humans have active brown or beige adipocytes, the activation of which might be a therapeutic strategy for the treatment of diverse metabolic diseases. Here we show that the protein kinase ASK1 regulates brown and beige adipocytes function. In brown or white adipocytes, the PKA-ASK1-p38 axis is activated in response to cAMP signalling and contributes to the cell-autonomous induction of genes, including Ucp1. Global and fat-specific ASK1 deficiency leads to impaired metabolic responses, including thermogenesis and oxygen consumption, at the cell and whole-body levels, respectively. Our data thus indicate that the ASK1 signalling axis is a regulator of brown and beige adipocyte gene expression and function.

## Abstract (web summary)

The protein kinase ASK1 has been linked to cellular stress responses. Here the authors show that ASK1 also regulates gene expression and activity of beige and brown adipocytes, and demonstrate adipocyte ASK1 has a physiological role in regulating thermogenesis in mice.

Brown adipose tissue (BAT) was thought to be one of the major contributors to energy homoeostasis in rodents, but it is only recently that the active form of BAT was proven to also exist in adult humans^1^,^2^,^3^,^4^. Although brown adipocytes, like white adipocytes, can store lipid droplets within the cell, brown adipocytes dissipate energy in the form of heat in response to several types of stimuli, including cold exposure^5^. Uncoupling protein 1 (Ucp1) is a key molecule that is specifically expressed in BAT and dissipates the mitochondrial electrochemical gradient to produce heat^6^,^7^. β-Adrenoceptors (βARs) are regarded as critical sensors to control lipid metabolism in adipocytes in response to catecholamine release from nerve endings. βARs consist of three subtypes: β_1_AR, β_2_AR and β_3_AR, but β_3_AR is selectively expressed in adipocytes^8^. βARs are members of the G protein-coupled receptor family. When coupled with the Gsα subunit, their activation leads to the activation of adenylyl cyclase to increase intracellular cAMP levels, which induces cAMP-dependent protein kinase (PKA) axis activation. A diverse array of thermogenic events is subsequently induced, including lipolysis, Ucp1 activation and Ucp1 induction^9^.

It has been thought that Ucp1 expression is restricted to BAT; however, recent studies have demonstrated that Ucp1-positive cells can be detected even in white adipose tissue (WAT) under certain circumstances. These cells are called ‘beige cells'^9^. It is well-known that β_3_AR agonist treatment, which can be considered as sympathetic hyperactivity, induces Ucp1 expression in subcutaneous WAT^10^,^11^. The emergence of Ucp1-positive beige cells in WAT is thought to have beneficial effects on metabolism^12^,^13^,^14^. Recent studies indicate that humans possess both classical brown adipocytes and beige adipocytes; hence, both cell types are potential therapeutic targets for metabolic diseases^15^,^16^,^17^,^18^,^19^.

Extensive studies have identified the critical transcriptional regulators involved in brown or beige adipocyte differentiation; however, the signalling molecules that precisely control the transcriptional system are largely unknown. The mitogen-activated protein kinase (MAPK) cascades are one of the major intracellular signalling pathways that are evolutionarily conserved in eukaryotic cells and regulate multiple cellular responses, including gene induction, cell death and lipid homoeostasis^20^. Ucp1 gene induction, especially in brown adipocytes, is partly regulated by the MKK6-p38α pathway 21,22,23. However, how the upstream kinase cascades regulate such pathways are poorly understood.

Apoptosis signal-regulating kinase 1 (ASK1) is one of the MAP3Ks in the JNK and p38 axes, and it responds to various stresses such as oxidative stress, ER stress and calcium influx^24^,^25^,^26^. It has been reported that ASK1 is expressed in human adipose tissue, but the functions and physiological relevance of ASK1 in adipose tissue remain largely unknown^27^,^28^. Furthermore, little is known about the function of MAPK cascades in adipose tissue and the relationship between MAPK cascades and cAMP signalling. We therefore attempted to elucidate the significance of the ASK1 cascade in adipose tissue.

Here, we show that PKA-ASK1-p38 cascade is involved in brown and beige adipocyte function, including thermogenesis, in part by regulating Ucp1 induction.

## Results

### The function of ASK1 in brown adipocytes

We first performed quantitative RT–PCR analysis to measure ASK1 mRNA abundance in each tissue. As previously reported^29^, ASK1 mRNA is ubiquitously expressed in all tissues examined including WATs and BATs (Fig. 1a), and the expression of ASK1 protein in adipose tissues has also been confirmed by immunoblotting (Fig. 1b).

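Gene expression was measured on 4 one-colour Agilent whole mouse genome arrays, with 1 array each for WT iBAT, ASK1-deficient iBAT, WT epididymal white adipose tissue (eWAT) and ASK1-deficient eWAT. Every array was hybridized with Cy3-labelled RNA pooled from 3 male mice aged 10 weeks. There was therefore no replicate of any condition, the spread between mice is not known, and no test was run within a tissue. The authors deposited the scanner software's intensity for each spot, with its background already corrected but not scaled between arrays. Of the 55681 probes, 28985 gave a signal well above background in WT iBAT, 30529 in ASK1-deficient iBAT, 33389 in WT eWAT and 32488 in ASK1-deficient eWAT. The 75th percentile of the signal was 356 in WT iBAT and 371 in ASK1-deficient iBAT. It was 673 in WT eWAT and 634 in ASK1-deficient eWAT. From this signal the log2 value was taken, spots of one probe were averaged and the 75th percentile of the array was subtracted. The difference between the ASK1-deficient and the WT array is given as the log2 ratio. A gene's value is the mean over its probes that were well above background on both arrays of the tissue. Map3k5, the gene that encodes ASK1, has 2 probes on chromosome 10 of the mouse assembly mm9, and they differed. At the probe from 19860474 to 19861330 the signal was 448.0 in WT and 117 in ASK1-deficient iBAT, a log2 ratio of -2.00, and the log2 ratio in eWAT was -1.76. At the probe from 19862193 to 19862252 the log2 ratio was -0.06 in iBAT and -0.51 in eWAT. In iBAT 14377 genes were measured, of which 120 were at least 2-fold higher and 146 at least 2-fold lower in the ASK1-deficient pool. These counts depend on the processing. With normexp background correction they were 38 and 68, and with the 75th percentile taken over the probes well above background on all 4 arrays they were 170 and 105. Centring each array on its median gave 90 and 186.

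**Figure D1:**
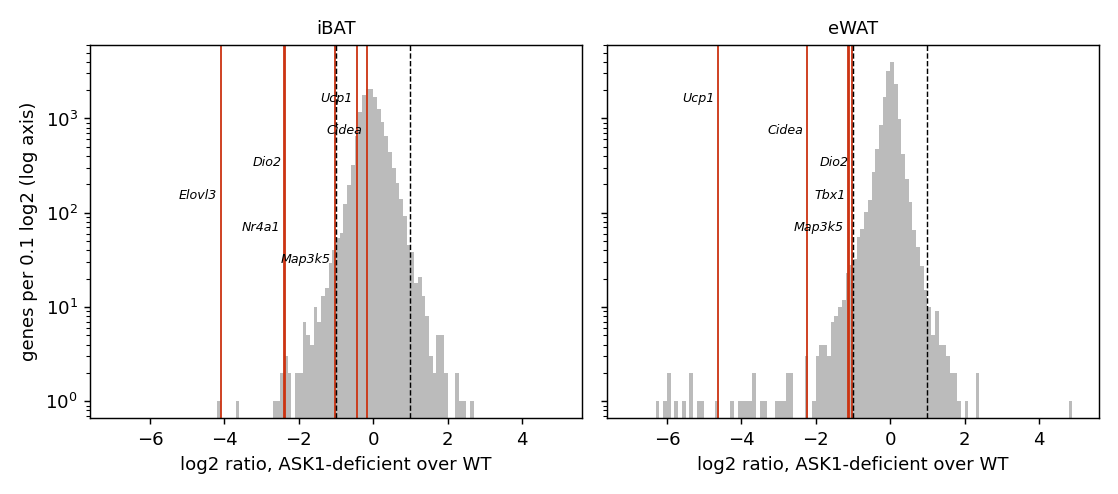
Number of genes (log axis) at each log2 ratio of ASK1-deficient over WT in iBAT (left) and eWAT (right), in steps of 0.1. Red lines mark genes of the Supplementary Tables and Map3k5, and dashed lines mark a 2-fold change. In iBAT Ucp1 and Cidea lie within the bulk of the genes, whereas in eWAT they lie in its lower tail.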

To elucidate the potential function of ASK1 in adipose tissues, DNA microarray analysis was performed using interscapular BAT (iBAT) from wild-type (WT) and ASK1-deficient mice. 

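The single Ucp1 probe, on chromosome 8 of mm9 from 85821788 to 85821847, gave a signal of 343275 in WT and 263161 in ASK1-deficient iBAT, and its scaled log2 ratio was -0.44. Between repeated spots of one probe, the SD of the iBAT log2 ratio had a median of 0.087 over 276 probes, which covers the array and not the mice. Of the genes measured in iBAT, 8.48% had a lower log2 ratio than Ucp1. The Cidea probe, on chromosome 18 from 67527351 to 67527410, gave 514381 in WT and 473797 in ASK1-deficient iBAT, a log2 ratio of -0.18. For Cidea the direction depended on the normalization. Its log2 ratio was 0 after quantile normalization, which sets the brightest probe of each array to one value, and 0.032 after loess normalization, which was chosen after seeing the data. For Ucp1 the log2 ratio lay between -0.53 with the series matrix values and -0.24 with loess normalization. The paper's reported ratios are 0.824 for Ucp1 and 0.990 for Cidea, beside 0.735 and 0.883 computed here. Other genes fell further. Elovl3 had the lowest log2 ratio of all genes measured in iBAT, -4.10. Nr4a1 had -2.40 and Dio2 -2.37. The Nr4a2 probes gave ratios of 0.275 and 0.297. The Ppargc1a (Pgc1α) probes differed, with a log2 ratio of -0.75 at one and 0.08 at the other, where the sign changed with the series matrix values. Among 26 brown adipocyte-selective genes listed before the data were examined, 22 were below 0. The median of the list was -0.27, beside -0.07 for all genes. It lay at percentile 1.02 of 10000 random lists of equal size matched on signal. Under loess normalization it lay inside the central 95% of random lists. A list of general adipocyte genes had a median of -0.22, at percentile 22.1, and one of respiratory chain genes -0.24, at percentile 8.37. A fall of about this size was thus not limited to brown adipocyte-selective genes. These percentiles describe these arrays only.

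**Figure D2:**
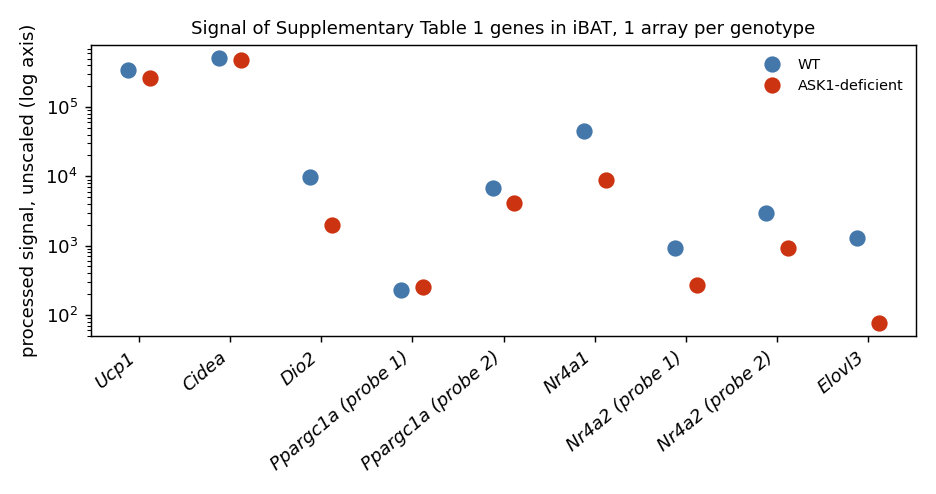
Signal of probes of Supplementary Table 1 genes on the WT (blue) and the ASK1-deficient (red) iBAT array, before scaling, on a log axis. Each point is 1 array of RNA pooled from 3 mice. The points of Ucp1 and Cidea lie close together near the top of the range, and those of Dio2, Nr4a1 and Elovl3 lie apart.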

We found that the expression levels of several brown adipocyte-selective genes including Ucp1 and Cidea were reduced in ASK1-deficient iBAT (Supplementary Table 1). Quantitative RT–PCR analyses were performed to confirm the results of the microarray analysis and revealed that expression levels of Ucp1, Cidea and Dio2, which are brown adipocyte-selective genes, were suppressed in ASK1-deficient iBAT (Fig. 1c). Expression levels of several other critical molecules for brown adipocyte differentiation, including Pparγ, Prdm16 and Pgc1α, were comparable between ASK1-deficient and WT iBAT (Fig. 1c). The protein expressions of Ucp1 and Cidea were also attenuated in ASK1-deficient iBAT (Fig. 1d), and the differences were statistically significant (Fig. 1e,f). These data suggest that ASK1 regulates expression of a repertoire of brown adipocyte-selective genes.

Because Ucp1 is critical for maintaining body temperature and metabolic homoeostasis, we tested the effects of ASK1 deficiency in a mouse model, specifically focusing on BAT function. We administered CL316,243, a β_3_AR-specific agonist, to mice because the increase in the CL316,243-dependent oxygen consumption rate (VO_2_) is known to derive from Ucp1 activity^30^. The VO_2_ of WT mice certainly increased after CL316,243 injection; however, ASK1-deficient mice exhibited only a modest increase compared with WT mice (Fig. 1g,h). The respiratory quotient was comparable after CL316,243 administration (Supplementary Fig. 1a,b). ASK1-deficient mice showed no significant aberrant phenotype under normal environmental conditions (Supplementary Fig. 1c–g); however, we found slight but significant differences in total cholesterol and free fatty acids in the sera of ASK1-deficient mice (Supplementary Fig. 1h,i). We also could not observe any clear alteration in the VO_2_ or respiratory quotient in a normal environment (Supplementary Fig. 1j,k). Lipolytic responses to CL316,243 were also comparable between the two genotypes (Supplementary Fig. 1l). These results suggest that ASK1-deficient BAT has defects in energy expenditure owing to reduced levels of Ucp1. The fact that ASK1-deficient mice showed vulnerability to cold shock in the fasted state also suggests the importance of ASK1 in maintaining metabolic homoeostasis (Supplementary Fig. 1m). Although there was no effect on adipose tissue mass under standard conditions, high-fat diet-induced increase of inguinal WAT (iWAT) and epididymal WAT (eWAT) ratio were enhanced in ASK1-deficient mice, suggesting the limited effect of ASK1 deficiency for adiposity (Supplementary Fig. 2a–e).

To examine the specific role of ASK1 in adipocytes, we generated adipocyte-specific ASK1-deficient mice, which showed absence of ASK1 specifically in BAT and WAT (Supplementary Fig. 3a–e). As is the case with whole-body ASK1-deficient mice, adipocyte-specific ASK1-deficient mice exhibited a suppressed VO_2_ increase in response to CL316,243 administration with reduced expression of Ucp1 in iBAT (Fig. 1i,j, Supplementary Fig. 3f,g). These findings are indicative of an adipocyte-specific role of ASK1 for brown adipocyte function.

We next examined whether ASK1 functions in brown adipocytes cell autonomously by using primary cultured cells isolated from newborn mice. To evaluate the protein expression levels of brown adipocyte-selective genes, cell lysates were prepared every other day during the differentiation process. Almost every cell accumulated lipids in the cytosol on day 6, suggesting that adipocytes were fully differentiated. The extent of triglyceride accumulation measured by Oil red O staining was comparable between WT and ASK1-deficient adipocytes on day 6 (Fig. 2a). Ucp1 and Cidea, both of which are brown adipocyte-selective genes, were induced as differentiation progressed in WT adipocytes (Fig. 2b). ASK1 was clearly induced during the course of differentiation even though it was undetectable in pre-adipocytes on day 0 (Fig. 2b). The protein amounts of Ucp1 and Cidea were clearly reduced in ASK1-deficient brown adipocytes on day 6, which was comparable to the result of iBAT (Fig. 2b). Similar results were obtained with mRNA levels (Supplementary Fig. 4). Furthermore, ASK1 requirement for Ucp1 induction was also confirmed by siRNA-mediated knockdown experiment (Fig. 2c). Our data suggest that ASK1 is required for inducing brown adipocyte-selective genes. We also examined the effect of increased ASK1 expression on adipocyte differentiation using an adenovirus-mediated overexpression system. Primary cultured brown adipocytes were infected with adenoviruses on day 2, and exogenously expressed WT ASK1 or kinase-negative mutant (KM) ASK1 were detected on day 6 (Fig. 2d). Enzymatic activities of ASK1 and p38, which were assessed by measuring phospho-ASK or phospho-p38 signals, increased in a dose-dependent manner in adipocytes overexpressing ASK1-WT, but not ASK1-KM, and Ucp1 expression was induced in concert with ASK1-p38 pathway activation (Fig. 2d). Taken together, ASK1 can trigger Ucp1 induction in a kinase activity-dependent manner.

Several studies suggested that Ucp1 is critical for increasing oxygen consumption after treatment with βAR agonists^31^. Although thermogenesis is also supposed to be induced by treatment with βAR agonists, intracellular heat production was barely measurable because of limitations of the experimental system. We therefore used intracellular thermometry using hydrophilic fluorescent nanogel thermometers in differentiated brown adipocytes^32^. As expected, CL316,243 treatment-dependent thermogenesis was abolished in ASK1-deficient adipocytes, suggesting that ablation of Ucp1 in ASK1-deficient cells leads to the suppression of cellular thermogenesis(Fig. 2e).

### PKA-ASK1-p38 axis induces Ucp1 expression

Previous studies have shown that p38 MAPK is activated by cAMP signalling in brown adipocytes, which is involved in Ucp1 expression^22^. We therefore examined the activation status of ASK1 using several compounds that increase intracellular cAMP levels in adipocytes. CL316,243 (a β_3_AR-specific agonist), isoproterenol (a pan-βAR agonist), forskolin (an adenylyl cyclase activator), norepinephrine (a pan-AR agonist) and 8-pCPT-cAMP (a cAMP analogue) all induced ASK1 and p38 activation in immature adipocytes (Fig. 3a). The activation lasted for at least 90 min, peaking at 15 min (Fig. 3b). The ASK1 response to cAMP signalling was also observed in 3T3-L1 adipocytes but not clearly in HEK293A cells (Supplementary Fig. 5a,b). Only a modest activation of p38 was observed in ASK1-deficient cells treated with CL316,243 or forskolin, indicating that cAMP signalling activates the ASK1-p38 axis in immature adipocytes (Fig. 3c,d). Phosphorylation levels of Ser133 in CREB and Ser660 in HSL, which are known to be regulated by PKA, were not reduced in ASK1-deficient cells, suggesting that PKA activity after treatment with CL316,243 or forskolin was not abrogated in ASK1-deficient cells^33^,^34^ (Supplementary Fig. 5c,d).

The importance of PKA function in cAMP signalling is well-known, and PKA is a potential upstream kinase of p38 in cAMP signalling in adipocytes^21^. Treatment with the well-known PKA inhibitor H89 blocked not only p38 but also ASK1 activation in response to CL316,243 (Fig. 3e). To exclude the non-specific action of H89, we used a protein kinase inhibitor (PKI) overexpression system^35^,^36^. Adenovirus-mediated overexpression of PKIα suppressed CL316,243-dependent ASK1 activation in immature adipocytes (Fig. 3f), indicating that CL316,243 activates ASK1 via cAMP-PKA signalling.

Previous studies have revealed that ASK1 is strongly activated by oxidative stress^26^. To examine the involvement of reactive oxygen species in cAMP-dependent ASK1 activation, we applied an antioxidant, *N*-acetyl-*L*-cysteine (NAC), before CL316,243 stimulation. H_2_O_2_-induced but not CL316,243-induced activation of ASK1 and p38 was abolished by treatment with NAC (Supplementary Fig. 5e), suggesting that PKA activates ASK1 in an oxidative stress-independent mechanism.

Furthermore, we evaluated the amounts of Ucp1 and Cidea protein in CL316,243-treated cells because cAMP signalling is regarded as a good inducer of their expression in brown adipocytes. Ucp1 and Cidea were clearly induced by CL316,243 treatment, but the induction level was reduced in ASK1-deficient cells (Fig. 3g). These data suggest that cAMP induces PKA-ASK1-p38 axis activation and leads to subsequent Ucp1 and Cidea expression. The decrease in the expressions of Ucp1 and Cidea in ASK1-deficient adipocytes was consistent with the results in ASK1-deficient iBAT (Fig. 1c,d).

No other study has demonstrated the relevance of PKA and ASK1, while our observations suggest that PKA is an upstream kinase of ASK1. We attempted to analyse the interaction of these two molecules in HEK293A cells. ASK1 was cotransfected with PKACA and PKACB, the catalytic subunits of PKA, and the kinase activity of ASK1 was evaluated by measuring phospho-ASK1 signals. The results clearly showed that ASK1 was activated by both PKACs (Fig. 4a). We also detected the association between exogenously expressed PKACA and ASK1 in coimmunoprecipitation experiments (Fig. 4b). To confirm the interaction of PKACs and ASK1, we further analysed them in an immunoprecipitation experiment in which only PKACs were overexpressed. Consistent with the results shown in Fig. 4b, endogenous ASK1 was detected in the immune complex of PKACs (Fig. 4c). We next examined the role of kinase activity of PKACs in the activation of ASK1 observed in Fig. 4a. Kinase-inactive mutants of PKACs (Lysine72 to Arginine (KR) or Alanine (KA)) could not activate ASK1 (Fig. 4d). These results showed that PKACs can interact with and activate ASK1, supporting the conclusion that PKA is an upstream kinase of ASK1-p38 signalling in adipocytes (Fig. 3e,f).

### ASK1 is involved in browning

Our microarray analysis data indicated that the expression of brown adipocyte markers, such as Ucp1 and Cidea, was suppressed in ASK1-deficient eWAT, suggesting that ASK1 also regulates gene expression in beige adipocyte (Supplementary Table 2). 

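In eWAT the Ucp1 probe gave a signal of 6603 in WT and 252 in ASK1-deficient mice, a log2 ratio of -4.63. The Cidea probe gave 11532 in WT and 2316 in ASK1-deficient eWAT, a log2 ratio of -2.23. Both differences are larger than the spread between repeated spots, whose SD had a median of 0.060 over 292 probes, and both kept their direction under each of the normalizations tried. The range was -4.72 to -4.28 for Ucp1 and -2.34 to -2.14 for Cidea. Each value rests on 1 array per genotype. Dio2 had a log2 ratio of -1.02 in eWAT, which became -0.56 with normexp background correction. Elovl3 was well above background only in WT eWAT, where its signal was 36.6, so it was at least 1.66-fold lower in ASK1-deficient eWAT. Of the beige adipocyte markers in the table, Tbx1 had a log2 ratio of -1.10 and Cd40 of -0.63. The Ppargc1a probes lay at -0.16 and -0.22. In eWAT 15377 genes were measured, of which 44 were at least 2-fold higher and 133 at least 2-fold lower in ASK1-deficient mice. Of 26 brown adipocyte-selective genes, 22 were measured in eWAT and 16 of them were below 0, with a median of -0.16, at percentile 0.020 of the matched random lists. The list of beige markers had a median of -0.0044, at percentile 35.8, with 4 genes above 0 and 4 below. RNA of liver type was also higher on the WT eWAT array. From the lower Ucp1 and Cidea in eWAT the paper proposes that ASK1 also controls gene expression in beige adipocytes.

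**Figure D3:**
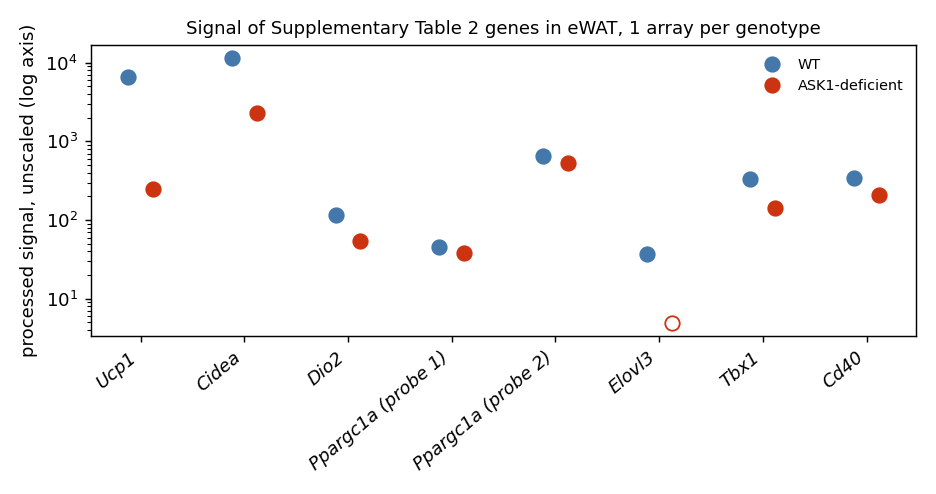
Signal of each probe of the Supplementary Table 2 genes on the WT (blue) and the ASK1-deficient (red) eWAT array, before scaling, on a log axis. Each point is 1 array of pooled RNA, and an open point was not well above background. The WT point of Ucp1 and of Cidea lies far above the ASK1-deficient point.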

To address the involvement of ASK1 in beige adipocyte development, we administered the β_3_AR-specific agonist CL316,243 to mice, because beige adipocytes are known to be induced by various stresses such as cold exposure or administration of βAR agonists^37^,^38^. CL316,243 administration markedly increased the amounts of Ucp1 and Cidea mRNA, but the inductions were significantly attenuated in ASK1-deficient mice (Fig. 5a). ASK1 contribution for Ucp1 induction was also confirmed in retroperitoneal WAT (rWAT) (Supplementary Fig. 6a). As an alternative strategy, we compared their protein expressions in iWAT and eWAT. The results clearly showed the reduced expression of Ucp1 in ASK1-deficient WATs, indicating that ASK1 positively regulates beige adipocyte development by inducing Ucp1 (Fig. 5b,c). Pgc1α, one of the critical molecules for browning^39^, was also suppressed in ASK1-deficient iWAT (Supplementary Fig. 6b), suggesting that the reduced Ucp1 expression was due at least in part to a decreased amount of Pgc1α. The mitochondrial markers Cox8b, Cox4i and Cox7a1 were all indeed induced by CL316,243 administration; however, their expression levels were unaltered in ASK-deficient tissues (Supplementary Fig. 6b). These data suggest that ASK1 induces a fraction of beige adipocyte-selective genes including Ucp1 in the same manner as it does in BAT.

We next sought to determine whether ASK1-dependent Ucp1 induction is a cell-autonomous phenomenon in white adipocytes. ASK1 was detectable in primary cultures of white adipocytes on day 8, at which almost all the cells accumulated lipid droplets within the cell (Supplementary Fig. 6c,d). The extent of lipid droplet formation within WT cells was equivalent to that in ASK1-deficient cells assessed by Oil red O staining (Supplementary Fig. 6d). CL316,243 clearly activated the ASK1-p38 pathway in mature white adipocytes in a similar fashion to brown adipocytes (Fig. 5d). Furthermore, these activations were abolished by pretreatment with the PKA inhibitor H89, indicating that the PKA-ASK1-p38 axis is also conserved in white adipocytes (Fig. 5e). Although Ucp1 protein expression was not observed in mature white adipocytes (day 8), we observed a marked increase in Ucp1 protein expression after treatment with CL316,243, and this induction was partially suppressed in white adipocytes derived from ASK1-deficient mice (Fig. 5f). These results suggest that ASK1 signalling also has a critical function in increasing the amount of Ucp1 in white adipocytes.

## Discussion

The data presented here show that the PKA-ASK1-p38 axis is activated in immature brown adipocytes and contributes to brown adipocyte-selective gene expression including Ucp1, which is essential for brown adipocyte function. We also demonstrated using genetically modified animals that ASK1 contributes to enhancing energy expenditure in brown adipocytes. On the basis of the gene expression profiles of ASK1-deficient iBAT or brown adipocytes, ASK1 seems to be involved in the expression of a specific subset, but not a broad spectrum, of genes (Fig. 1c, Supplementary Fig. 4). It is well-established that brown adipocytes and myoblasts arise from the same type of progenitors^40^. Given the whole-gene expression profile of ASK1-deficient iBAT (Fig. 1c), it is unlikely that ASK1 deficiency leads cells to differentiate into a cell type completely different from adipocytes. ASK1-deficient cells or mice, however, showed significant defects in heat production and oxygen consumption when treated with a β_3_AR agonist, presumably because Ucp1 is critical for dissipating energy in brown adipocytes (Figs 1g,h and 2e). The results obtained by using adipocyte-specific ASK1-deficient mice and primary culture of brown adipocytes strongly suggest that adipocyte-specific role of ASK1 contributes to the brown adipocyte function and the metabolic response in mice (Fig. 1i,j, Supplementary Fig. 3f,g).

We did not provide data revealing the downstream mechanism by which the PKA-ASK1-p38 axis induces gene expression. Pgc1α and/or ATF2 have been shown to be phosphorylated and to trigger Ucp1 expression in adipocytes on p38 activation^21^,^22^,^23^,^41^. We anticipate that Pgc1α and/or ATF2 might thus be involved in gene transcription downstream of the PKA-ASK1-p38 pathway.

Ucp1 expression was reduced in primary cultures of ASK1-deficient brown adipocytes even without any βAR agonist stimulation (Fig. 2b). This reduction is caused in part by the presence of 3-isobutyl-1-methylxanthine (IBMX), which increases intracellular cAMP levels, in the differentiation medium. Therefore, the PKA-ASK1-p38-Ucp1 axis may be activated to some extent during the differentiation process.

To date, the relationship between PKA and MAP3K remains largely unknown. One study showed that a member of the MAP3K family, TAK1, is involved in osteoclast differentiation through phosphorylation by PKA^42^. We argued here that many types of PKA activators could activate ASK1 (Fig. 3a), and ASK1 kinase activity is regulated by PKA in a kinase activity-dependent manner (Fig. 4d). Although the interaction of these two kinases was clearly detected (Fig. 4b,c), the detailed mechanism remains to be determined. The fact that NAC did not inhibit cAMP signalling-dependent ASK1 activation suggests that the activation mechanism is independent of reactive oxygen species (Supplementary Fig. 5e), which has been extensively examined in ASK1 signalling so far^43^. Our data suggest that cAMP signalling-dependent ASK1 activation is not clearly observed in other types of cells except for adipocytes (Supplementary Fig. 5b). The cell-type-specific mechanisms and functions of the PKA-ASK1 axis are important matters to be elucidated.

In addition to the analysis using brown adipocytes, we showed that PKA-ASK1-p38 signalling is conserved in mature white adipocytes. Treatment with β_3_AR agonist induces Ucp1 protein expression, which is one aspect of ‘browning', in mature white adipocytes. A recent topic of debate is whether beige adipocytes are derived from precursor cells or differentiated white adipocytes^44^,^45^. In our experiments, almost all cells had differentiated into mature white adipocytes on day 8, as evidenced by the presence of lipid droplets (Supplementary Fig. 6d), suggesting that only a few remaining precursor cells exist. Thus we suppose that Ucp1 is induced within mature white adipocytes in an ASK1 pathway-dependent manner.

As we mentioned above, ASK1 induction of brown adipocyte-selective gene expression was restricted to a specific set of genes. Similarly, inductions of only limited subsets of genes were affected in ASK1-deficient WAT in the βAR agonist-induced browning model (Supplementary Fig. 6b). Although the range of ASK1-induced gene expression is limited in both brown and beige adipocytes, there is no doubt that ASK1 is required for Ucp1 induction, which is essential for the physiological function of brown and beige adipocytes. The strategy of increasing the number of brown or beige adipocytes to combat metabolic diseases has recently been studied intensively. We believe that our results offer novel insight into brown or beige adipocyte function, which might be useful for developing therapeutic strategies aimed at enhancing brown/beige adipocyte thermogenic activity.

## Methods

### Antibodies and reagents

A polyclonal antibody to phospho-ASK1 (Thr838) was established as described previously^46^ and has been extensively validated. The antibody to Flag-tag (1E6, 1:1,000 or 1:10,000) and HA-tag (3F10, 1:1,000 or 1:10,000) were purchased from Wako and Roche, respectively. Phospho-specific antibodies to p38 (Thr180/Tyr182) (#9211, 1:5,000), HSL (Ser660) (#4126, 1:20,000) and CREB (Ser133) (#9191, 1:5,000) were purchased from Cell Signalling. Antibodies to p38 (#9228, 1:5,000), HSL (#4107, 1:2,000) and CREB (#9104, 1:5,000) were also purchased from Cell Signalling. Antibodies to Ucp1 (ab10983, 1:2,000 or 1:10,000), VDAC (ab14734, 1:5,000), PKAC (ab26322, 1:10,000) and ASK1 (ab45178, 1:10,000) were purchased from Abcam. Antibodies to Cidea (sc-8730-R, 1:2,000), α-tubulin (YL1/2, 1:20,000) and p38 (C20G, 1:2,000, used only in the experiments depicted in Supplementary Fig. 5a) were purchased from Santa Cruz Biotechnology; anti-Core I antibody (459140, 1:20,000) was purchased from Invitrogen; anti-Cytochrome C (556433, 1:10,000) was purchased from BD Pharmingen; and anti-actin antibody (A3853, 1:10,000) was purchased from Sigma.

CL316,243 (sc-203895) was purchased from Santa Cruz Biotechnology. Forskolin (F6886), isoproterenol (I6504), norepinephrine (A9512) and Oil red O (O0625) were purchased from Sigma. H89 (#9844S) was purchased from Cell Signalling. 8-pCPT-cAMP (039-18121) and H_2_O_2_ (081-04215) were purchased from Wako. NAC was purchased from Sigma (A8199) or Wako (017-05131).

### Cell culture and immunoblotting analysis

HEK293A cells were purchased from Invitrogen and were cultured in DMEM high-glucose containing 10% fetal bovine serum (FBS) in a 5% CO_2_ atmosphere at 37 °C.

3T3-L1 cells, a kind gift from Dr Shin-Ichiro Takahashi (The University of Tokyo), were cultured in DMEM high-glucose containing 10% calf serum and penicillin G. For differentiation, cells were plated and grown to 100% confluence (day −2). Cells were exposed to differentiation induction medium (DMEM high-glucose containing 10 μg ml^−1^ insulin, 250 nM dexamethasone, 0.5 mM IBMX, 100 U ml^−1^ penicillin G, 10% FBS) on day 0. The medium was changed to differentiation enhancement medium (DMEM high-glucose containing 10 μg ml^−1^ insulin, 100 units ml^−1^ penicillin G, 10% FBS) on day 2, day 4 and day 6.

Cells were tested for the presence of mycoplasma.

Cell extracts and immunoprecipitates were resolved by SDS-PAGE and electroblotted onto polyvinylidene difluoride membranes. The membranes were blocked with 2% skim milk in TBS-T (50 mM Tris-HCl, 150 mM NaCl and 0.05% Tween20, pH 8.0) and then probed with appropriate antibodies. Antibody-antigen complexes were detected using the ECL system. Signal intensities were measured by an image densitometer (ImageJ).

Adenoviruses encoding HA-tagged ASK1-WT and -KM mutant were constructed as described previously^47^. PKIα gene was cloned into pAd/CMV/V5 as described by the manufacturer (Invitrogen).

siRNA-mediated knockdown of ASK1 was performed at day 0 using Lipofectamine RNAiMAX Reagent (Life Technologies). siRNAs were purchased from Life Technologies and the sequences of the siRNAs used in this study are as follows: mouse ASK1 #1, 5′-AAUUGCAGUCUGCACAGCCUUUCGG-3′; mouse ASK1 #2, 5′-AAAUGCGUAAUGAAACUUCACGUGG-3′. Stealth RNAi siRNA Negative Control Med GC #1 and #3 were used as controls.

Representative data are shown in all immunoblotting analyses and more than two additional experimental replicates showed similar results.

### Primary cell culture

Primary brown fat stromal vascular fraction (SVF) from newborn male/female C57BL/6 J mice was obtained by the following procedure. Dissected iBAT was washed, minced and digested with collagenase (Wako) for 30 min at 37 °C. Digested tissue was filtered through a 100 μm cell strainer, and then the flow-through was centrifuged at 1,000 r.p.m. for 5 min. The pellet was washed once and resuspended in culture medium (DMEM high-glucose containing 20% FBS).

For differentiation, SVF cells were plated and grown to 100% confluence (day −2). Cells were exposed to differentiation induction medium (DMEM high-glucose containing 1 nM triiodo-L-thyronine (T3), 20 nM insulin, 5 μM dexamethasone, 0.125 mM indomethacin, 0.5 mM IBMX, 1 μM rosiglitazone, 20 mM HEPES-NaOH (pH 7.4), 20% FBS) on day 0. The medium was changed to differentiation enhancement medium (DMEM high-glucose containing 1 nM T3, 20 nM insulin, 20 mM HEPES-NaOH (pH 7.4), 20% FBS) on days 2 and 4.

Primary white fat SVF from 8- to 12-week-old male C57BL/6 J mice was obtained by the following procedure. Dissected inguinal WAT was washed, minced and digested with collagenase (Wako) and dispase II (Wako) for 1 h at 37 °C. Digested tissue was filtered through a 100 μm cell strainer, and then the flow-through was centrifuged at 1,000 r.p.m. for 10 min. The pellet was washed once and resuspended in culture medium (DMEM/Nutrient mixture F-12 HAM containing 10% FBS).

For differentiation, SVF cells were plated and grown to ∼100% confluence. Cells were exposed to differentiation induction medium (DMEM/F-12 HAM containing 1 nM T3, 5 μg ml^−1^ insulin, 5 μM dexamethasone, 0.125 mM indomethacin, 0.5 mM IBMX, 10% FBS) on day 0. The medium was changed to differentiation enhancement medium (DMEM/F-12 HAM containing 1 nM T3, 5 μg ml^−1^ insulin, 10% FBS) on day 2 and day 5.

### Oil red O staining

Mature adipocytes were washed with PBS and fixed in 10% formalin for 10 min. Cells were washed with PBS and rinsed with 60% isopropanol followed by staining with freshly prepared Oil red O solution. After rinsing with 60% isopropanol and PBS, the image was scanned.

### Quantitative PCR analysis

Total RNA was isolated from tissues or cells using Isogen (Wako) and reverse transcribed with ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo). Primers were designed using the Universal Probe Library Assay Design Center (Roche). Quantitative reverse transcription-PCR was carried out using a LightCycler 96 (Roche) or Prism 7000 (ABI) using SYBR Green PCR Master Mix. Data were normalized to S18. cDNAs purchased from GenoStaff were used to measure ASK1 expression levels in the different tissues shown in Fig. 1, and expression levels in muscle were assigned to a value of 1. Primer sequences are listed in Supplementary Table 3.

### DNA microarray

Micorarray hybridization and scanning were performed by Miltenyi Biotec using Agilent Whole Mouse Genome Oligo Microarrays 8 × 60K. Each sample was a mixture of total RNA derived from three 10-week-old male mice. 

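With 1 pool per genotype and tissue, the number of arrays limits the precision, and a difference between pools cannot be separated from a difference between individual mice. Of the 55681 probes, 55249 were spotted once. The lowest signal well above background was 19.7 in WT iBAT, 17.3 in ASK1-deficient iBAT, 18.9 in WT eWAT and 20.7 in ASK1-deficient eWAT, so probes near these values have only a bound. At the bright end no spot was saturated. The brightest spot reached 63.8% of the saturation value in WT iBAT and 58.5% in ASK1-deficient iBAT. The tissue labels were checked with the WT arrays. All 25 brown adipocyte-selective genes measured on both were higher in iBAT than in eWAT, with a median log2 ratio of 5.59, and Lep was lower in iBAT, with a log2 ratio of -4.56.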

The data set generated in this study is available online at NCBI GEO (GSE76660).

### Animals

C57BL/6 J strain 8- to 10-week-old male mice, bred in our facility, were used in all experiments unless otherwise indicated. The ASK1-deficient mice have been described previously^48^. Serum FFA, TAG and total cholesterol were measured in SRL, and blood glucose levels were monitored using MEDISAFE MINI (Terumo). CL316,243 was administrated at 0.1 mg kg^−1^ weight to detect Ucp1 in WAT (subcutaneously) or to measure serum FFA (intraperitoneally (i.p.)), and at 1 mg kg^−1^ weight to measure VO_2_ (i.p.). Animals were randomly chosen for each experiment.

A 12-kb fragment containing exon 15 and exon 16 was used for construction of the targeting vector. The loxP and FRT-flanked Neo cassette was inserted downstream of exon 15, and single loxP site was inserted upstream of exon 15. The targeting vector was injected into the C57BL/6-derived ES cell line, RENKA, resulting in the generation of ASK1^Neo/+^ mice. The neomycin cassette was excised by breeding it with B6-Tg(CAG-FLPe)36 mice and ASK1^Flox/+^ mice were generated^49^. ASK1^Flox/Flox^ mice were produced by breeding ASK1^Flox/+^ mice. B6;FVB-Tg(Adipoq-cre)1Evdr/J mice were purchased from the Jackson Laboratory.

Animal experiments were performed according to procedures approved by the Graduate School of Pharmaceutical Sciences, The University of Tokyo.

WT mice and ASK1-deficient mice have been bred separately; however, littermate control mice have been used to compare with adipocyte-specific ASK1-deficient mice.

### Indirect calorimetry

Whole-body O_2_ consumption was measured using an open-circuit four-chamber indirect calorimetry system (Muromachi). All the 8- to 10-week-old male mice had *ad libitum* access to food and water, and data were recorded for a 24-h period with light from 0700 h to 1900 h.

### High-fat diet-induced obesity model

WT and ASK1-deficient male mice were fed normal diet or high-fat diet (CLEA Japan) for 10 weeks from the age of 16 weeks and body weight was monitored every week. Mice were killed and each tissue was weighed. Animals were randomly chosen for each experimental group.

### Intracellular thermometry

Fluorescent nanogel thermometer was introduced into the cytosol of primary brown adipocytes (day 6) by a microinjection technique, and fluorescence intensity of every single cell was obtained before and after CL316,243 (at a final concentration of 0.5 μM) administration using fluorescence microscopy^32^. Data were normalized to the fluorescence intensity of time 0.

### Statistics

All data are expressed as the mean±s.e.m. Unpaired two-tailed Student's *t*-test, two-way ANOVA or two-way RM ANOVA followed by Bonferroni's multiple comparisons test were used. Statistical analyses were performed using GraphPad Prism.

No statistical methods were used to determine sample size in advance. No samples or animals were excluded from the analysis in most of the experiments; however, the data sets in which the average of β_3_ agonist-induced VO_2_ increase of control mice were less than 10 ml min^−1^ kg^−1^ were excluded in indirect calorimetry experiments, which was pre-established. The investigators were not blinded to the group allocation during the experiment.

## Additional information

**How to cite this article**: Hattori, K. *et al.* ASK1 signalling regulates brown and beige adipocyte function. *Nat. Commun.* 7:11158 doi: 10.1038/ncomms11158 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7 and Supplementary Tables 1-3

## Figures and Tables

**Figure 1:**
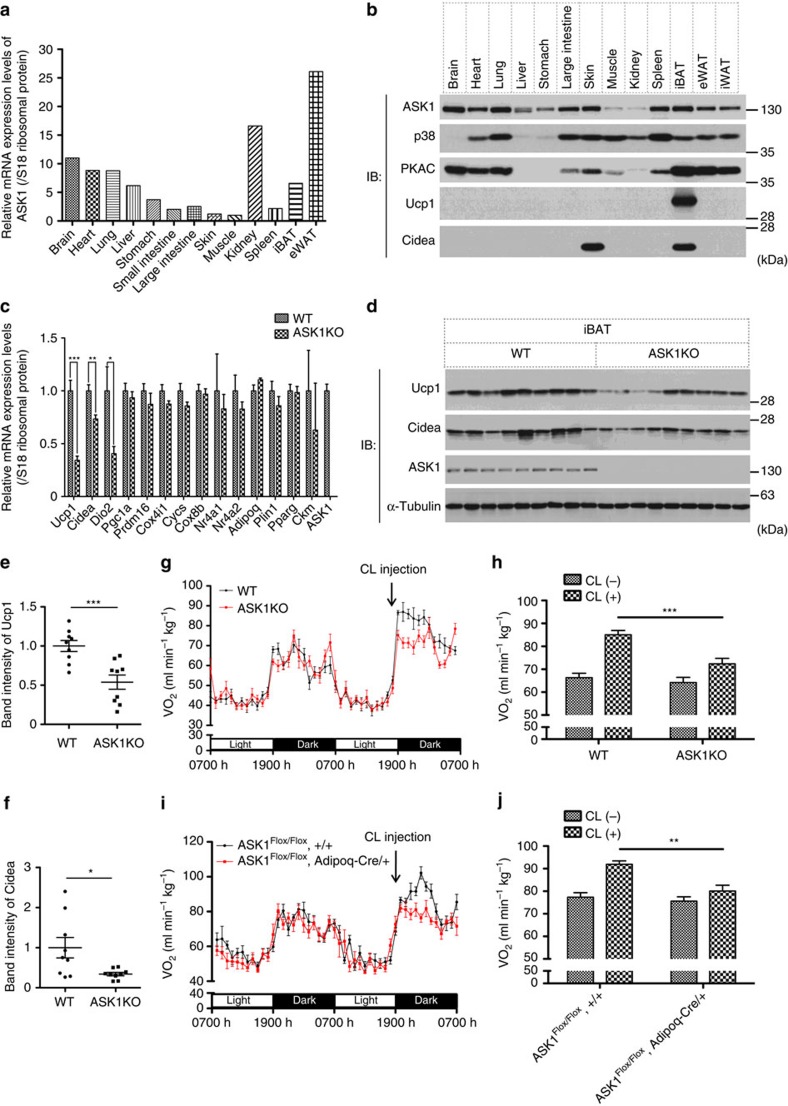
BAT function is impaired in ASK1-deficient mice. (**a**) qRT–PCR analysis of RNA isolated from tissues of adult WT mice. (**b**) Western blotting analysis of proteins isolated from tissues of adult WT mice. (**c**) qRT–PCR against indicated genes in iBAT (*n*=9). (**d**) Western blot against Ucp1 and Cidea in iBAT (*n*=9). (**e**,**f**) Band intensities of Ucp1 (**e**) and Cidea (**f**) were plotted (*n*=9). (**g**) VO_2_ of mice treated with CL316,243 (*n*=6). CL316,243 was injected i.p. at ∼1845 h. (**h**) Six-hour average of VO_2_ from 1900 h to 2400 h with or without CL316,243 injection (*n*=6). (**i**) VO_2_ of mice treated with CL316,243 (*n*=6, 8). CL316,243 was injected i.p. at ∼1845 h. (**j**) Six-hour average of VO_2_ from 1900 h to 2400 h with or without CL316,243 injection (*n*=6, 8). (**b**,**d**) The same amount of protein was loaded in each lane. (**c**,**e**,**f**) *P<0.05, **P<0.01, ***P<0.001 by unpaired two-tailed Student's *t*-test. (**h**,**j**) **P<0.01, ***P<0.001 by two-way ANOVA followed by Bonferroni's multiple comparisons test. All data are represented as the mean±s.e.m.

**Figure 2:**
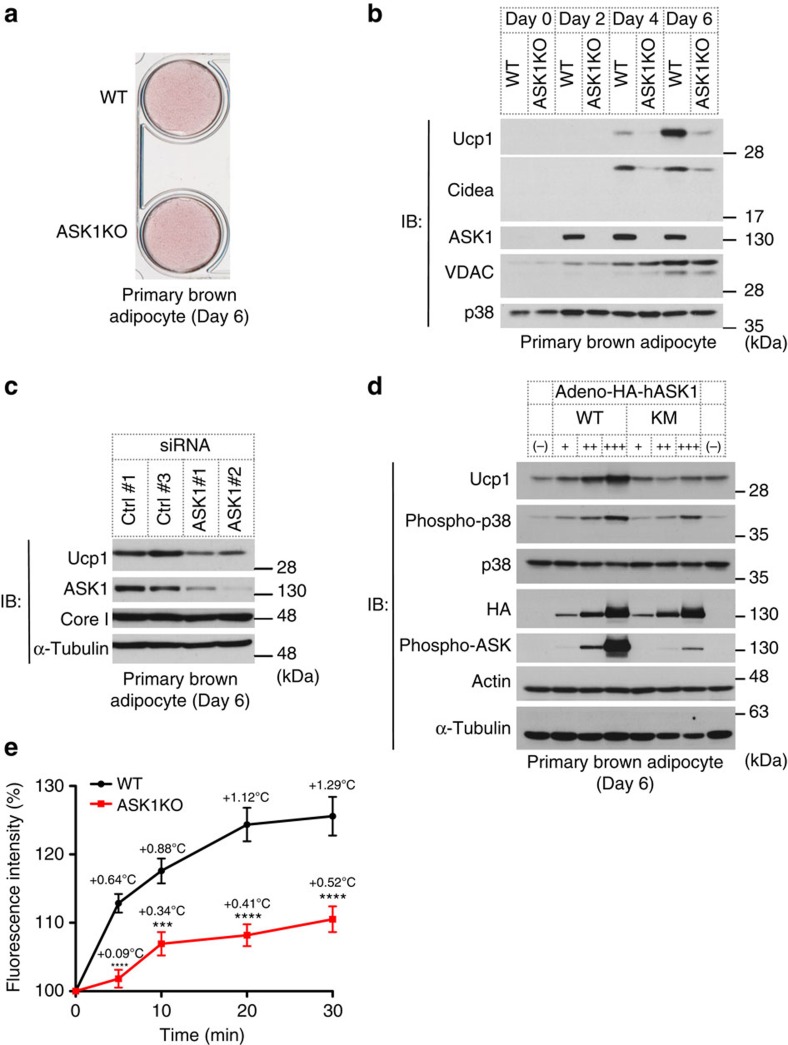
ASK1 is involved in brown adipocyte-selective gene expression. (**a**) Oil red O staining of differentiated brown adipocytes (day 6). (**b**) Western blot against indicated genes in brown adipocytes. The same amount of protein was loaded in each lane. (**c**) Western blot against indicated genes in brown adipocytes (day 6). (**d**) Western blot analysis to detect Ucp1 expression in differentiated adipocytes (day 6) in which WT or kinase-negative mutant (KM) ASK1 was overexpressed. (**e**) Intracellular thermometry using fluorescent nanogel thermometer (*n*=11 (WT), *n*=22 (ASK1KO)). Estimated temperature change for each point is shown as an insert. ***P<0.001, ****P<0.0001 compared with WT by two-way RM ANOVA followed by Bonferroni's multiple comparisons test. Data are represented as the mean±s.e.m.

**Figure 3:**
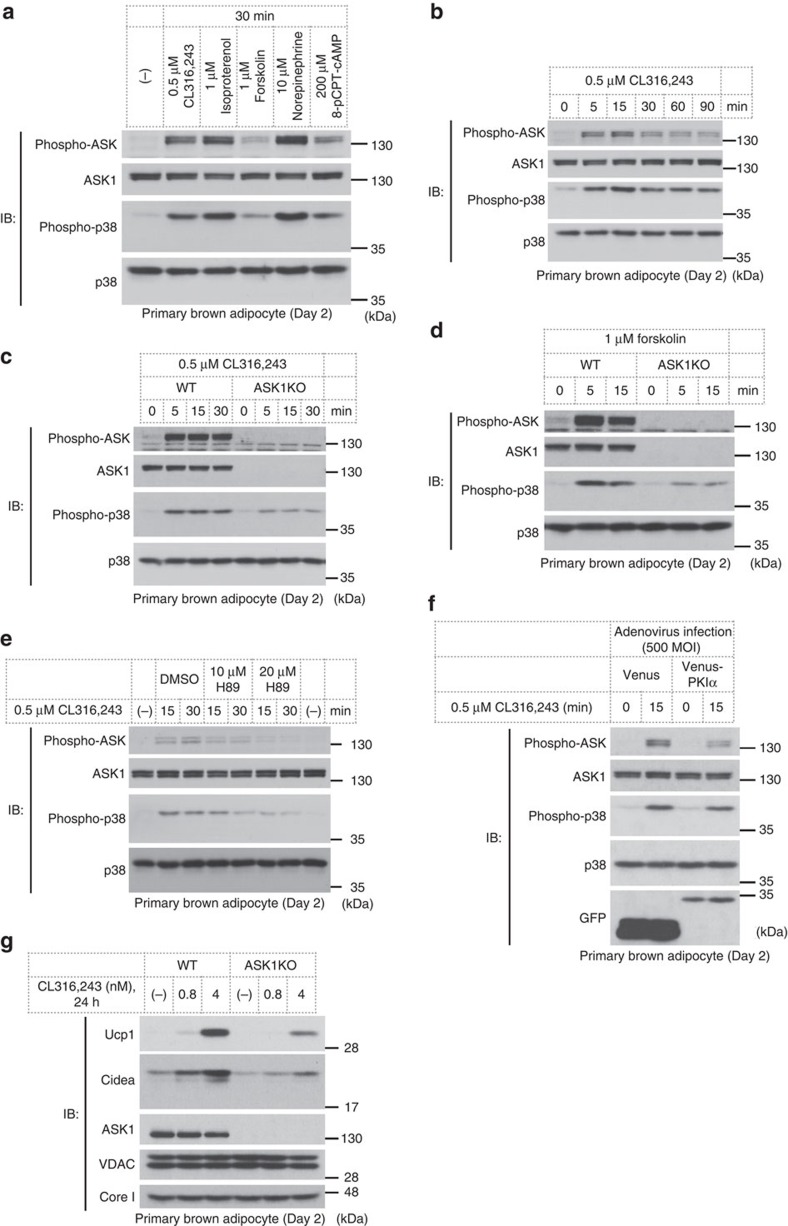
cAMP signalling activates the ASK1-p38 axis and leads to Ucp1 expression. (**a**) ASK1 and p38 activation in response to cAMP signalling in immature brown adipocytes. (**b**) Temporal change of ASK1 and p38 activation status. (**c**,**d**) Effect of ASK1 deficiency on cAMP signalling-dependent p38 activation. (**e**) Effect of H89 treatment on CL316,243-induced activation of the ASK1-p38 pathway. Cells were pretreated with H89 for 30 min before addition of CL316,243. (**f**) Activation levels of ASK1 in PKIα-infected cells. Cells were infected with adenovirus on day −2 and day 0 with 500 MOI. (**g**) Ucp1 and Cidea induction in immature brown adipocytes.

**Figure 4:**
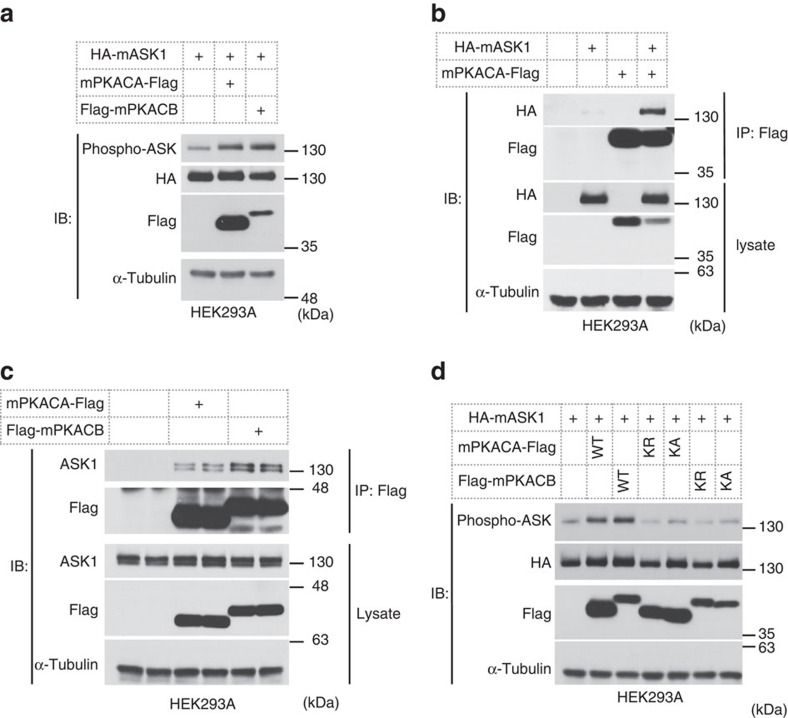
PKACs potentially interact with and activate ASK1. (**a**,**d**) Western blot analysis of ASK1 phosphorylation levels coexpressed with WT or kinase-inactive mutants (KR, KA) of PKA catalytic subunits. (**b**) Coimmunoprecipitation assay of exogenously expressed PKACA and ASK1. (**c**) Coimmunoprecipitation assay of exogenously expressed PKACA or PKACB and endogenous ASK1, performed in duplicate.

**Figure 5:**
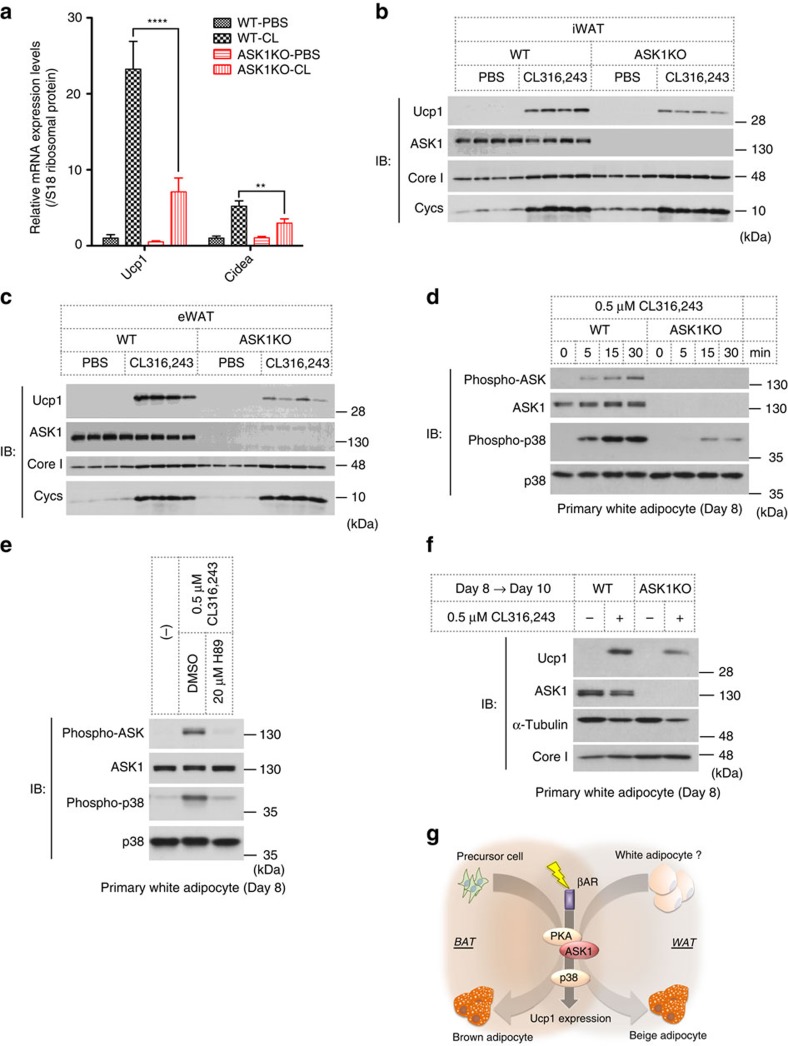
ASK1 is involved in browning. (**a**) CL316,243 or PBS was injected once a day for 2 days, and iWAT was subjected to qRT–PCR analysis (*n*=5). **P<0.01, ****P<0.0001 by two-way ANOVA followed by Bonferroni's multiple comparisons test. (**b**,**c**) CL316,243 or vehicle were injected once a day for 8 days, and iWAT (**b**) or eWAT (**c**) were subjected to western blot analysis (*n*=4). (**d**,**e**) Western blot analysis of phosphorylation of ASK1 and p38 in response to CL316,243 in differentiated white adipocytes with or without H89. (**f**) Western blot analysis of Ucp1 expression in response to CL316,243 in white adipocytes. (**g**) Proposed model for the role of ASK1 in BAT and WAT. Data are represented as the mean±s.e.m.

# Supplementary material for: ASK1 signalling regulates brown and beige adipocyte function
**Source:** Nat Commun. 2016 Apr 5;7:11158. doi: 10.1038/ncomms11158
**Supplement:** Supplementary Information — Supplementary Figures 1-7 and Supplementary Tables 1-3

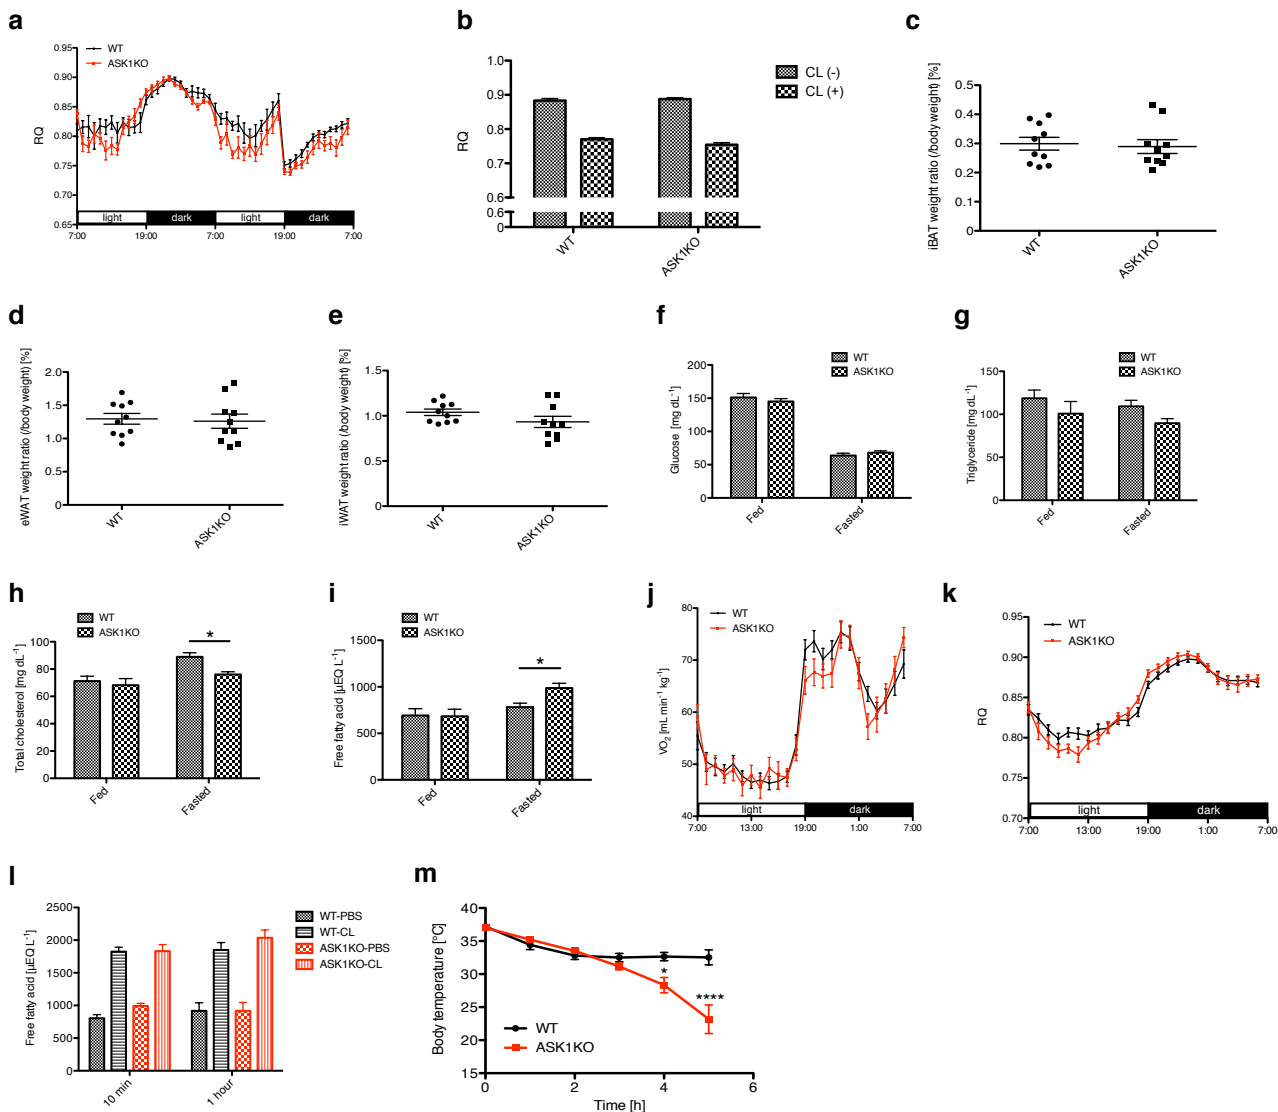

### Supplementary Fig. 1 Phenotype of ASK1-deficient mice

(a, b) RQ of mice treated with CL316,243 (N=6). CL316,243 was injected intraperitoneally at approximately 18:45. Six-hour average of RQ from 19:00 to 24:00 with or without CL316,243 injection (N=6).

(c, d, e) Ratio of iBAT (c), eWAT (d), and iWAT (e) weight to body weight (N=10).

(f, g, h, i) Glucose (f), triglyceride (TAG) (g), total cholesterol (h), free fatty acid (FFA) (i) in serum of 10-12-week-old male mice under fed or 16-hour fasted conditions. N=19 (WT, Fed), 16 (WT, Fasted), 18 (ASK1KO, Fed), 17 (ASK1KO, Fasted) (f). N=14 (WT, Fed), 16 (WT, Fasted), 13 (ASK1KO, Fed), 17 (ASK1KO, Fasted) (g, h, i). \**P*<0.05 by two-way ANOVA followed by Bonferroni multiple comparisons test.

(j, k) Oxygen consumption rate (VO<sub>2</sub>) (j) and respiratory quotient (RQ) (k) (N=8). Data are three-day averages for each mouse.

(l) Serum free fatty acid levels 15 minutes or 1 hour after injection of CL316,243 (N=5 for PBS, N=8 for CL). Mice were fasted for 16 hours before injection.

(m) Core body temperature in wild-type (N=5) and ASK1-deficient mice (N=8). Time point 0 was after food and water deprivation for 16 hours, and the start point of cold exposure. \**P*<0.05, \*\*\*\**P*<0.0001 compared with wild-type by two-way RM ANOVA followed by Bonferroni multiple comparison test.

Data are represented as the mean ± s.e.m.

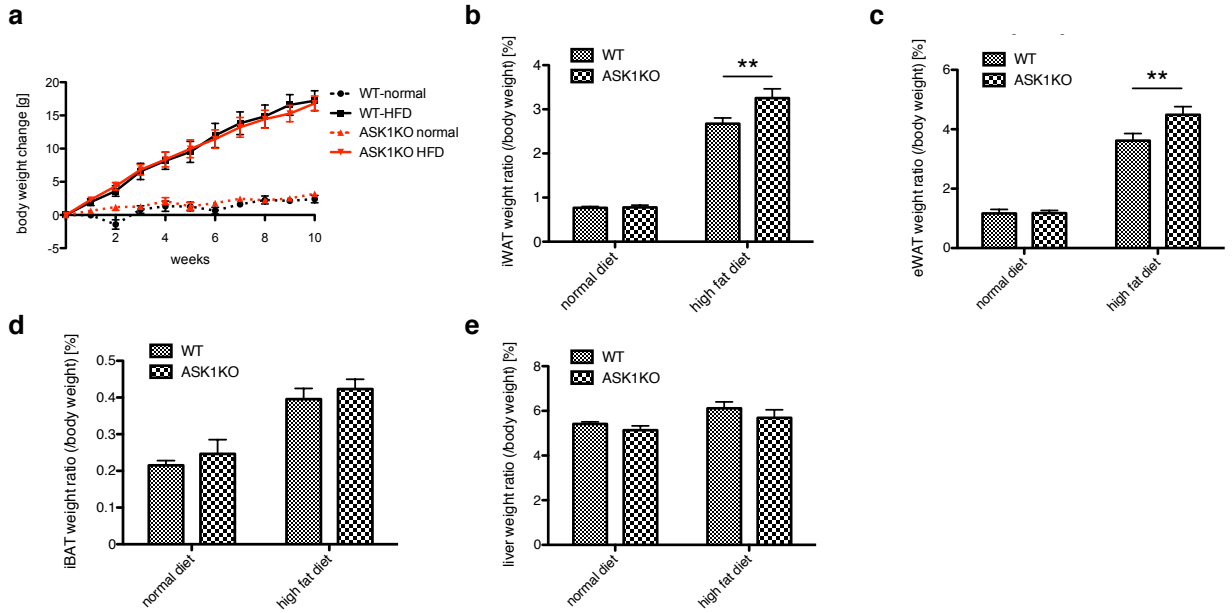

### Supplementary Fig. 2 High-fat diet-induced obesity model

(a) Body weight change of wild-type and ASK1-deficient mice fed either normal or high-fat diet (HFD) starting at 16 weeks of age (N=8).

(b, c, d, e) Ratio of iWAT (b), eWAT (c), iBAT (d), liver (e) weight to body weight fed normal or high-fat diet for 10 weeks (N=8).

\*\*P<0.01 by two-way ANOVA followed by Bonferroni multiple comparisons test.

Data are represented as the mean  $\pm$  s.e.m.

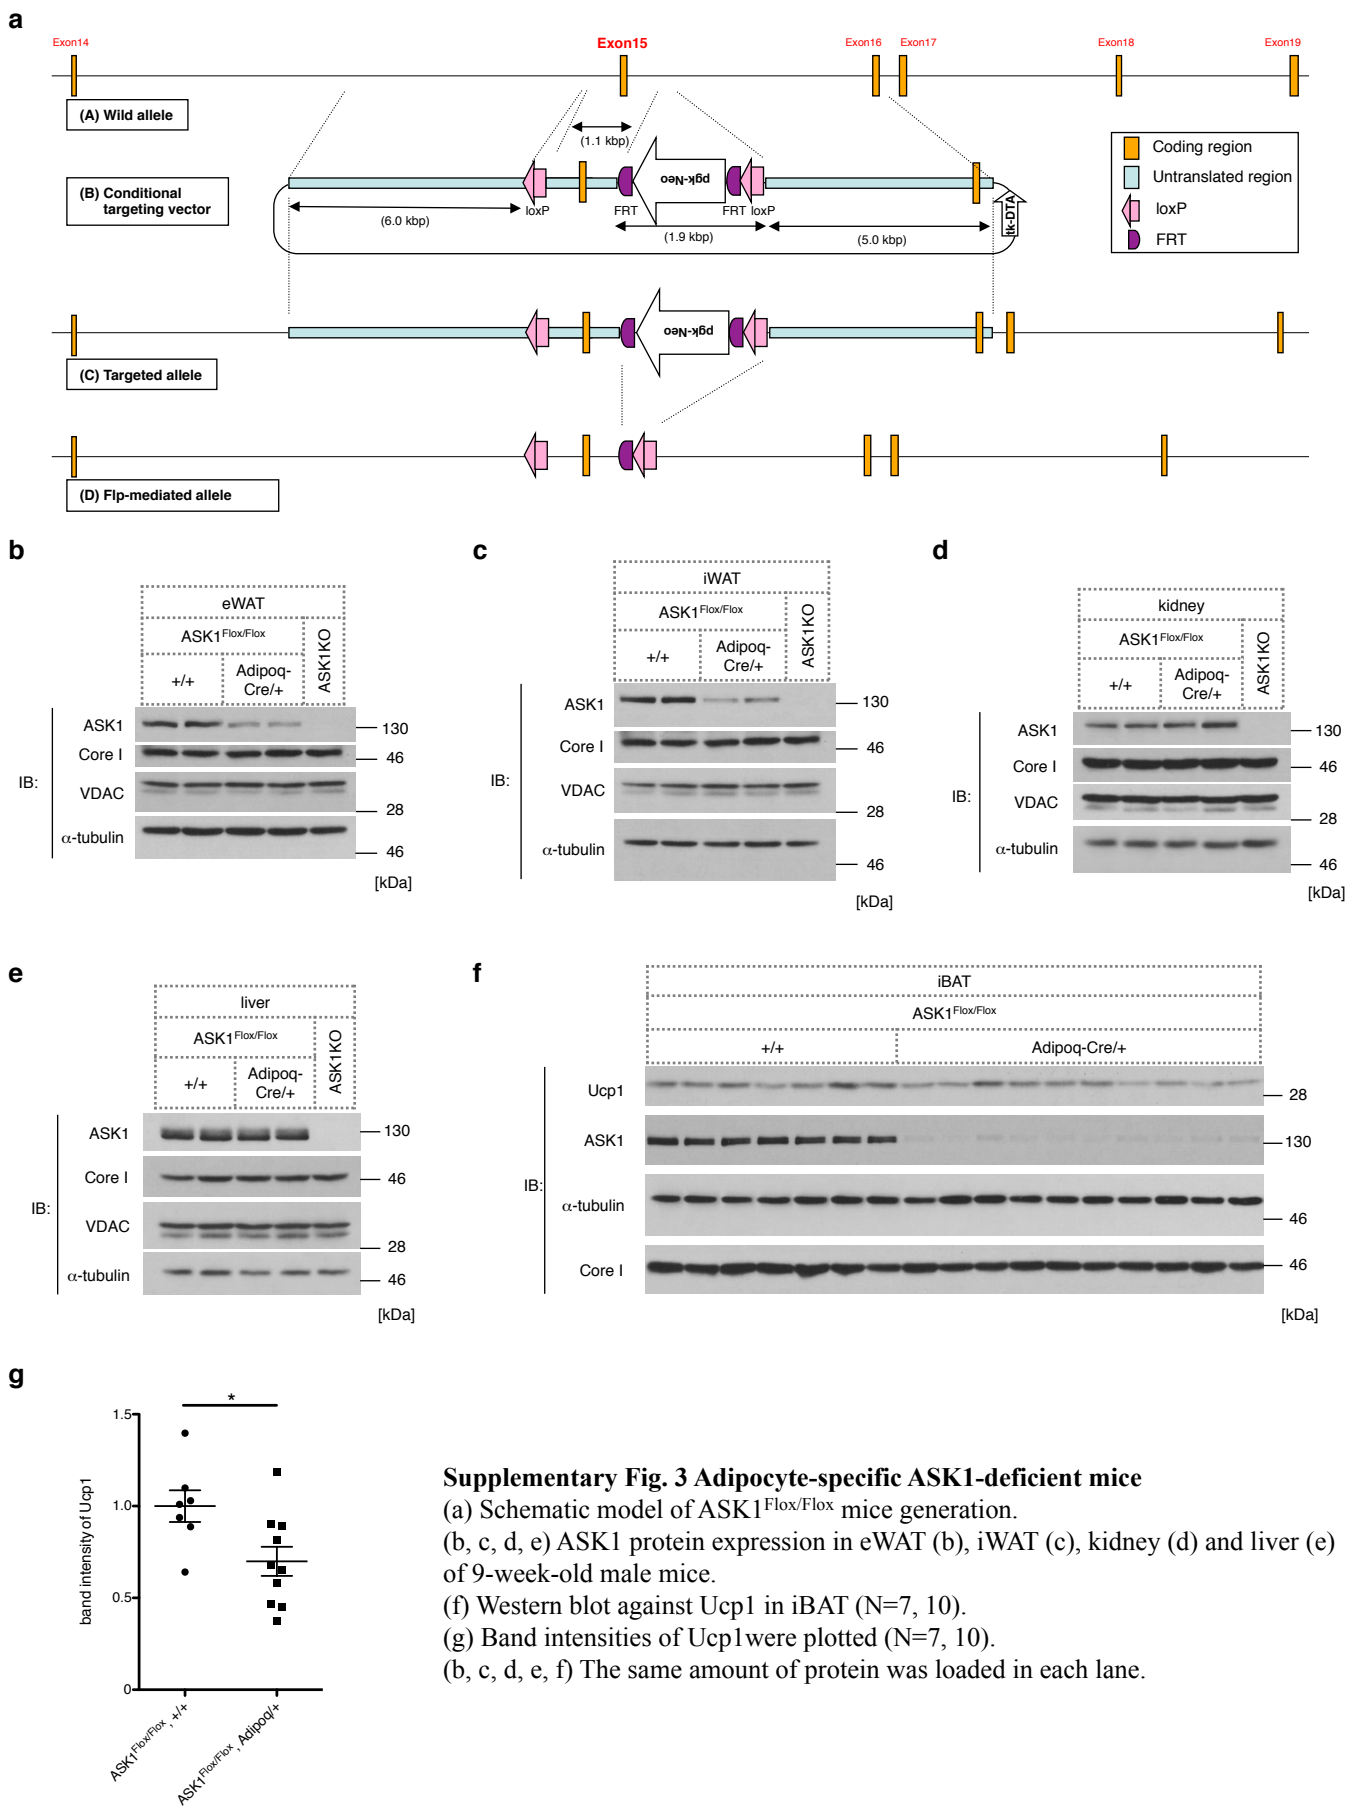

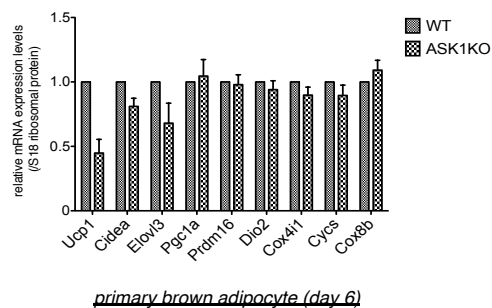

**Supplementary Fig. 4 Gene expression profile of brown adipocytes derived from ASK1-deficient mice**  
qRT-PCR of indicated genes in differentiated brown adipocytes (day 6). Expression levels in ASK1-deficient adipocytes were normalized to that in wild-type adipocytes in each experiment (N=5).  
Data are represented as the mean  $\pm$  s.e.m.

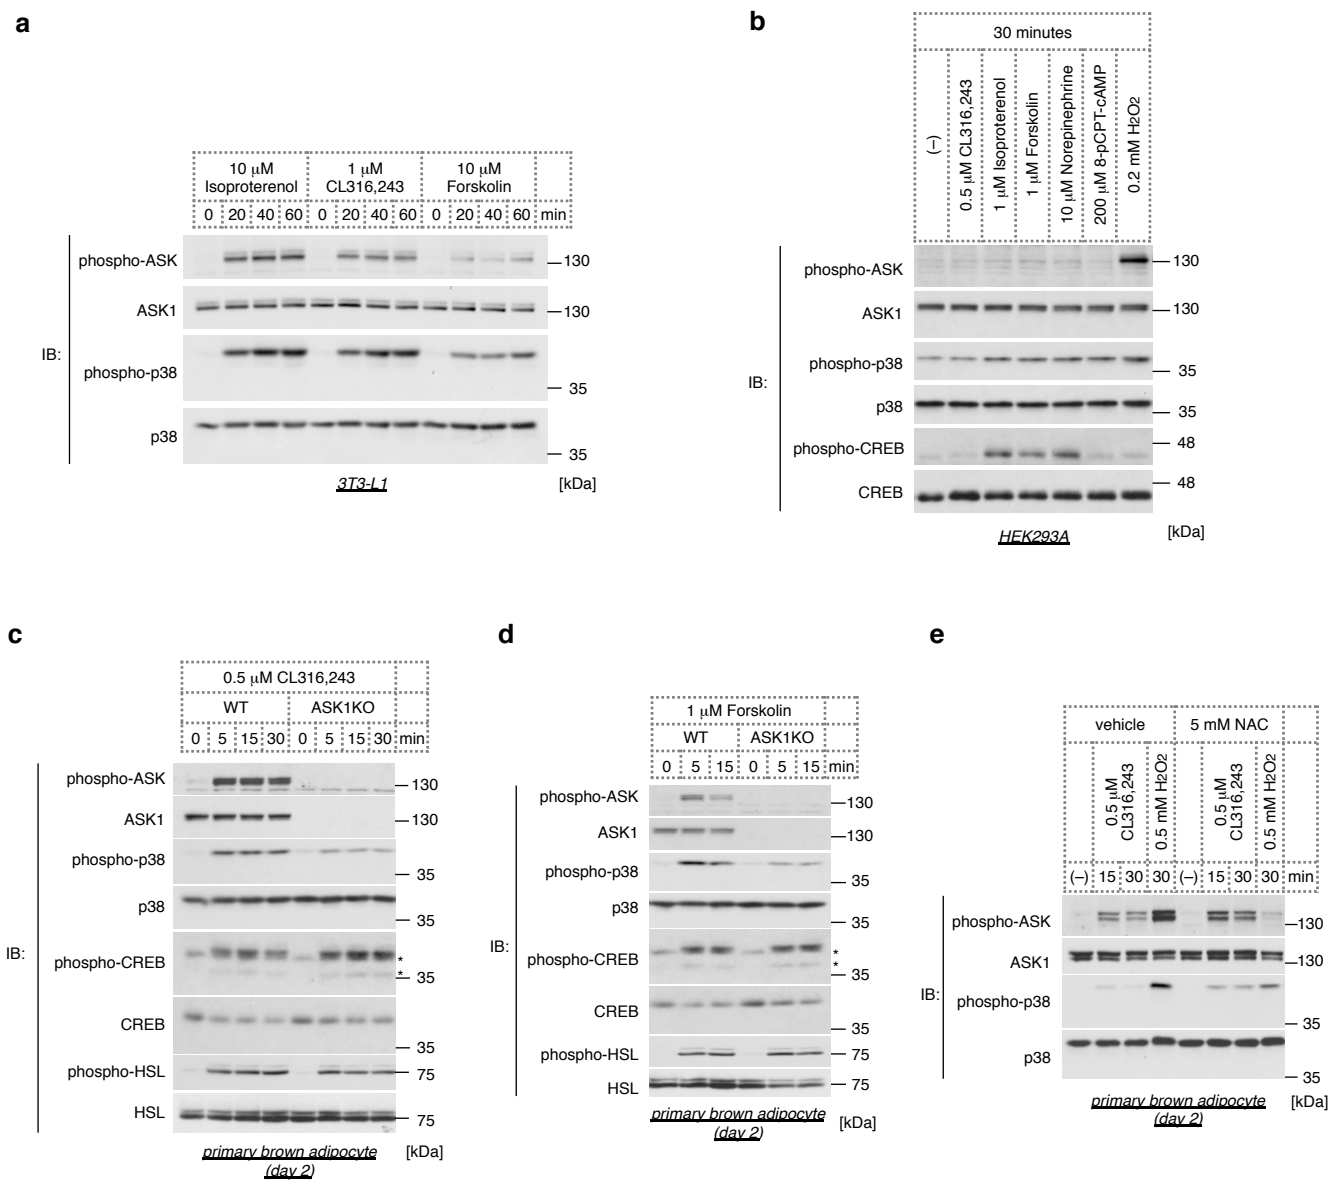

**Supplementary Fig. 5 cAMP signaling responses in several cell types**  
 (a) ASK1 and p38 activation in response to cAMP signaling in mature 3T3-L1 adipocytes (a) or in HEK293A cells (b).  
 (c, d) Effect of ASK1 deficiency for phospho-CREB or phospho-HSL levels.  
 (e) ASK1 and p38 activation levels in immature brown adipocytes pretreated with antioxidant NAC for 30 minutes before CL316,243 or H<sub>2</sub>O<sub>2</sub> was applied.  
 Asterisks indicate nonspecific bands.

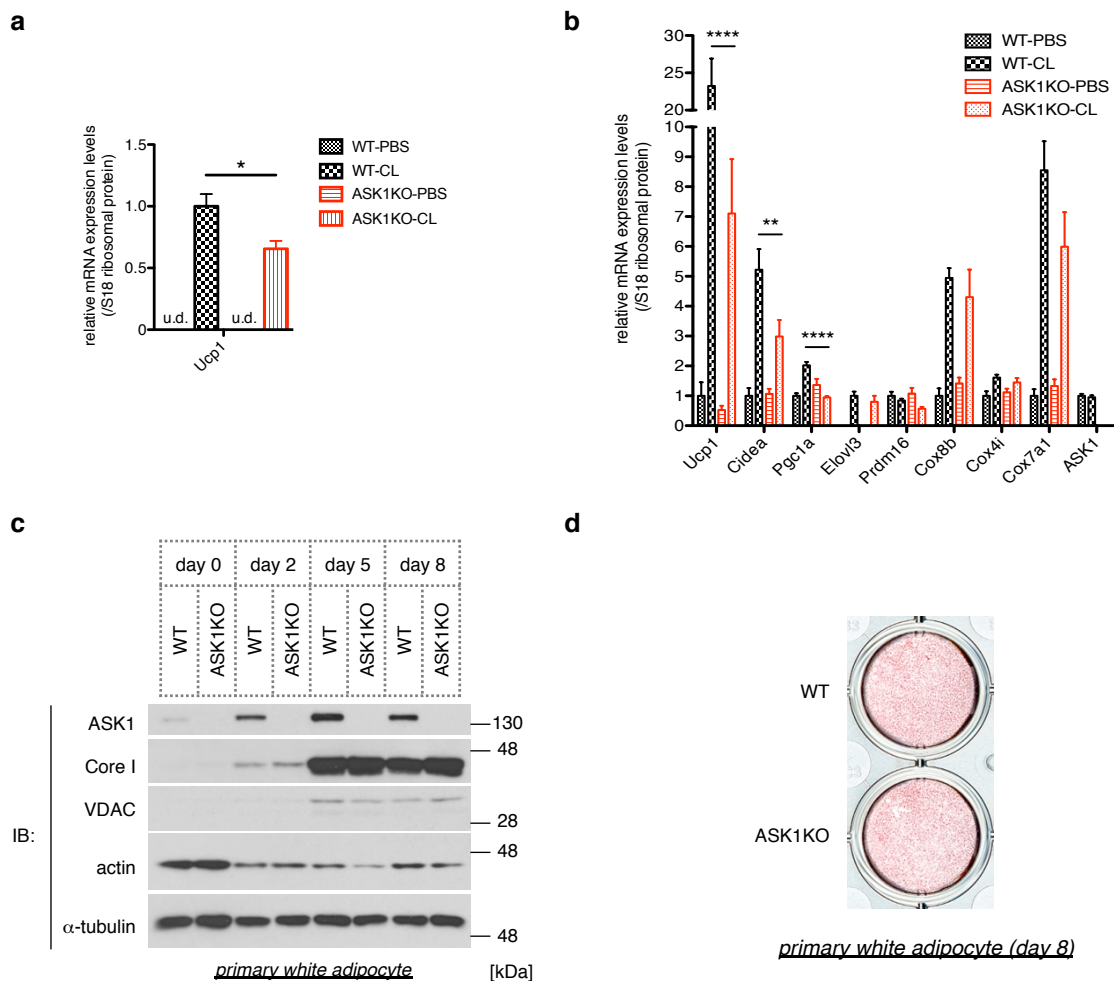

### Supplementary Fig. 6 Characterization of ASK1-deficient white adipose tissue and white adipocyte

(a) Either CL316,243 or vehicle was injected once a day for 2 days, and rWAT of wild-type and ASK1-deficient mice were subjected to qRT-PCR analysis (N=4). \*P<0.05 by unpaired two-tailed t-test. u.d.: undetectable.

(b) Either CL316,243 or vehicle was injected once a day for 2 days, and iWAT of wild-type and ASK1-deficient mice were subjected to qRT-PCR analysis (N=5). \*\*P<0.01, \*\*\*\*P<0.0001 by two-way ANOVA followed by Bonferroni multiple comparisons test.

(c) Western blot analysis in white adipocytes. The same amount of protein was loaded in each lane.

(d) Oil red O staining of differentiated white adipocytes (day 8).

Data are represented as the mean ± s.e.m.

**Fig. 1b**

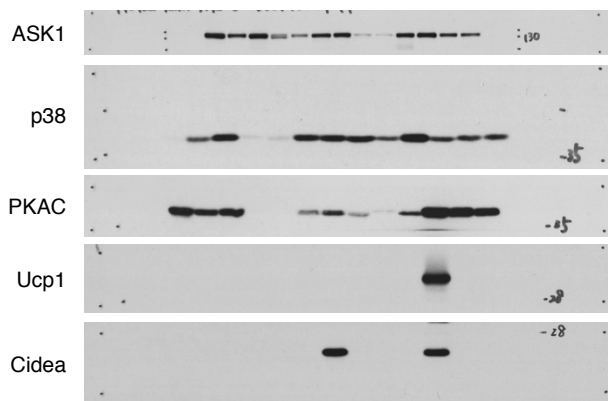

**Fig. 1d**

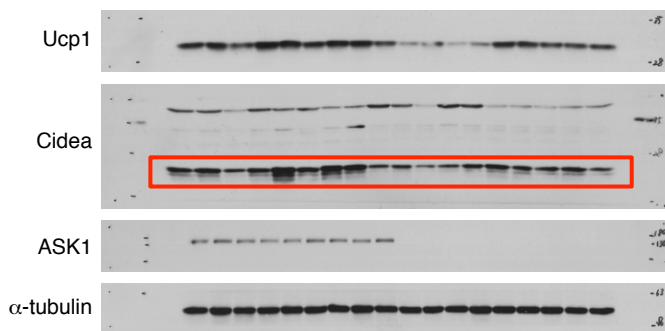

**Fig. 2b**

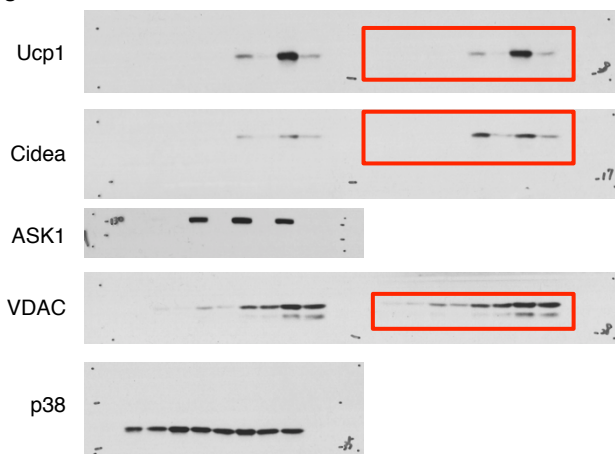

**Fig. 2c**

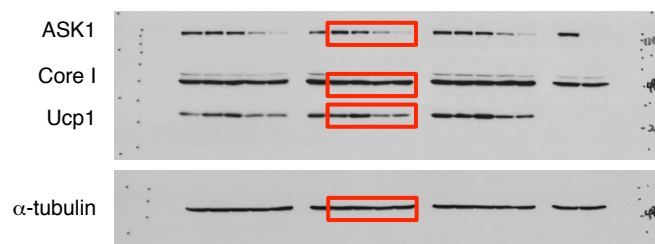

**Fig. 2d**

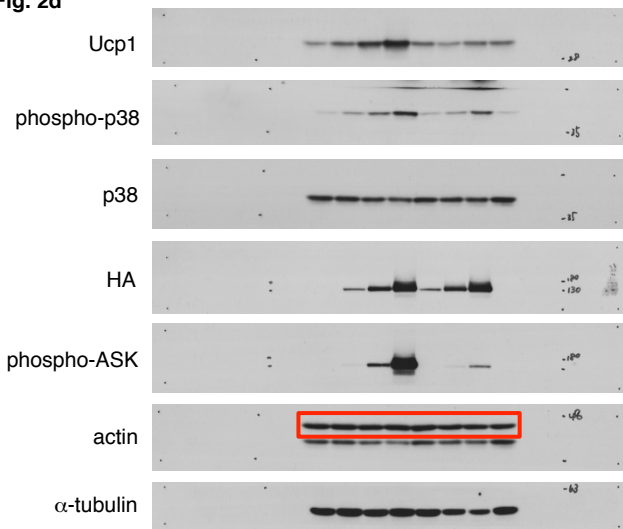

**Fig. 3a**

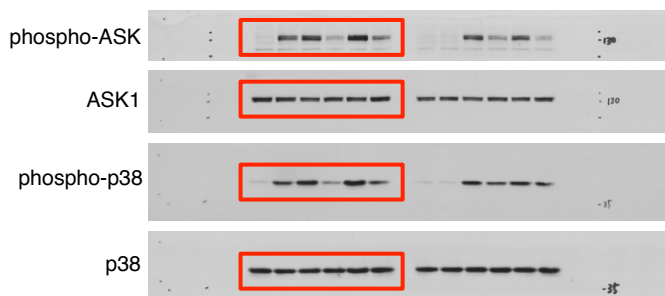

**Fig. 3b**

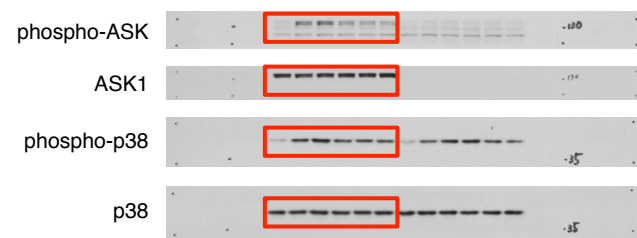

**Fig. 3c, d**

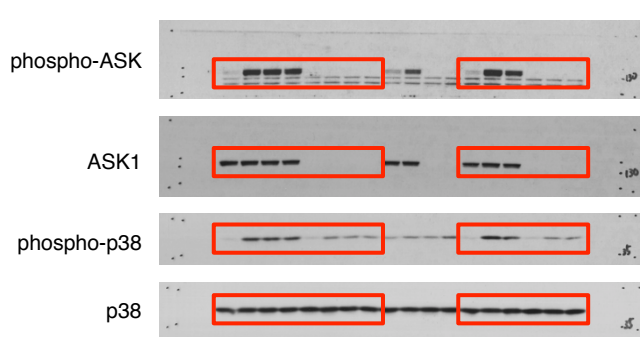

**Fig. 3e**

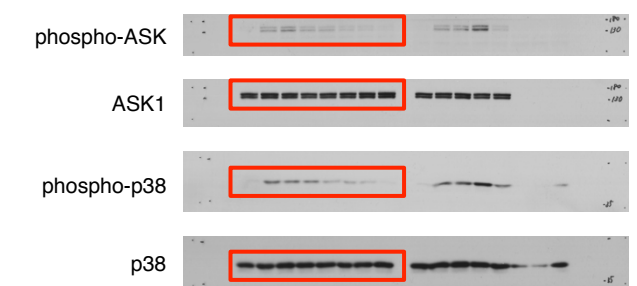

**Fig. 3f**

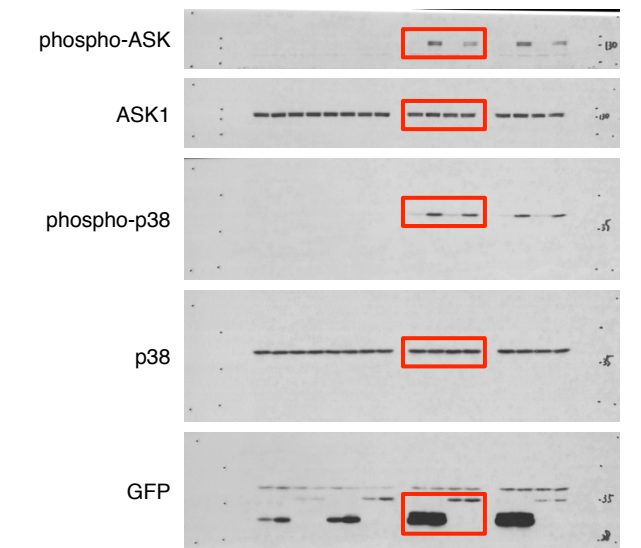

**Fig. 3g**

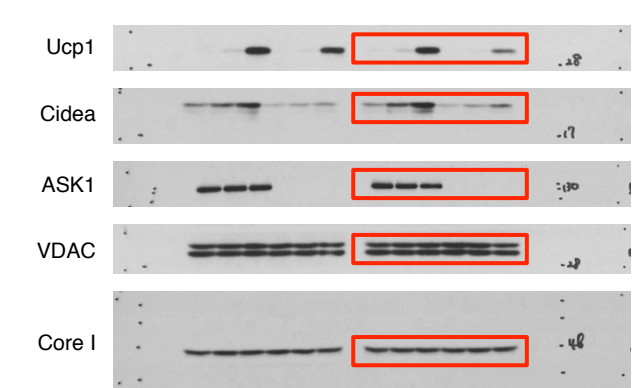

**Fig. 4a**

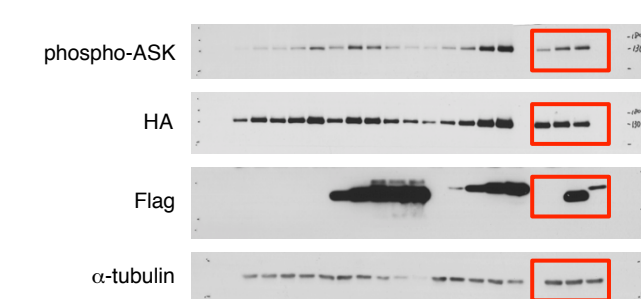

**Fig. 4b**

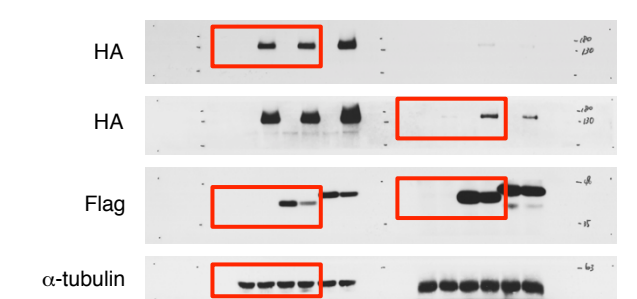

**Fig. 4c**

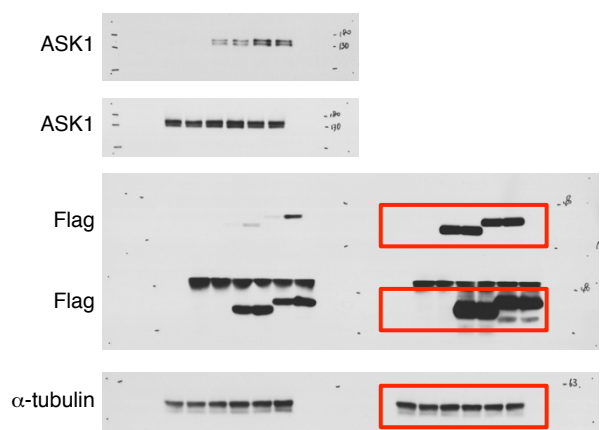

**Fig. 4d**

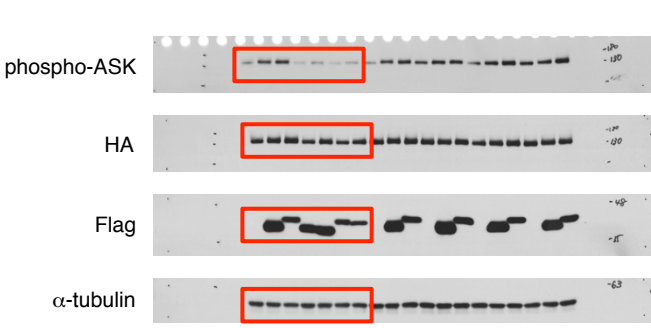

**Fig. 5b**

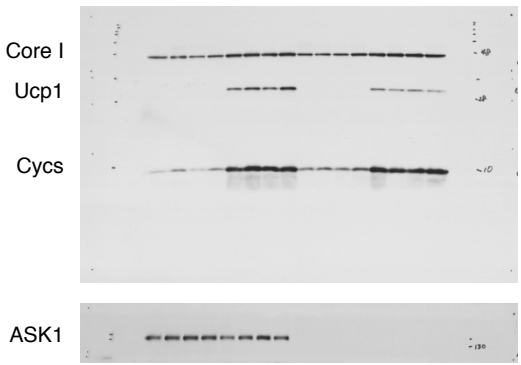

**Fig. 5c**

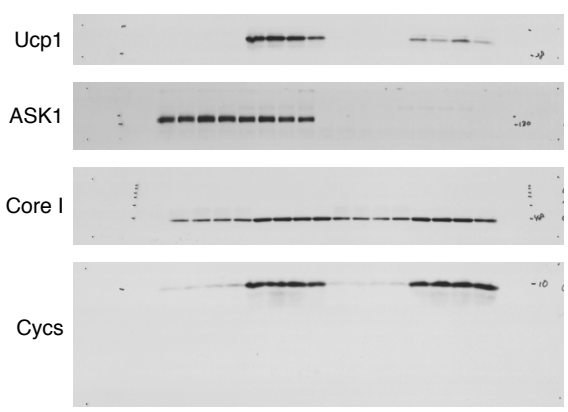

**Fig. 5d**

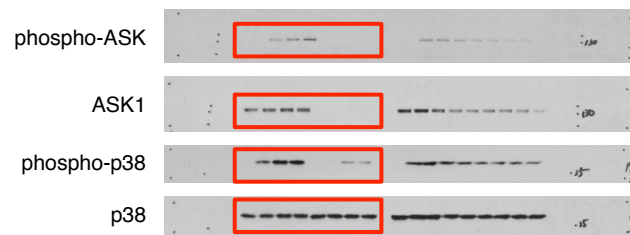

**Fig. 5e**

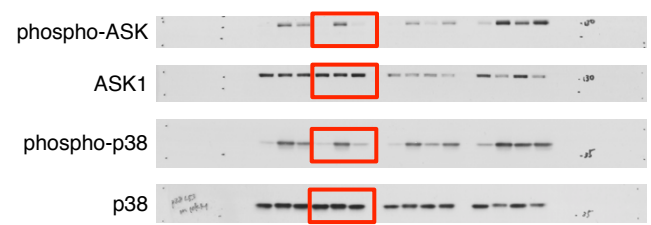

**Fig. 5f**

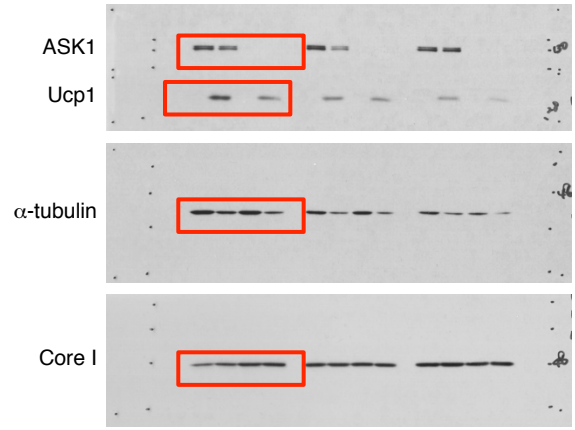

**Supplementary Table 1 Gene expression ratios in ASK1-deficient iBAT identified by microarray analysis**

| <b>gene</b> | <b>ratio</b> |
|-------------|--------------|
| Ucp1        | 0.82372      |
| Cidea       | 0.98971      |
| Dio2        | 0.21137      |
| Pgc1a       | 1.05517      |
| Pgc1a       | 0.65673      |
| Acox1       | 0.67968      |
| Nr4a1       | 0.20565      |
| Nr4a2       | 0.28227      |
| Nr4a2       | 0.31835      |
| Elovl3      | 0.05928      |

**Supplementary Table 2 Gene expression ratios in ASK1-deficient eWAT identified by microarray analysis**

| <b>gene</b> | <b>ratio</b> |
|-------------|--------------|
| Ucp1        | 0.03956      |
| Cidea       | 0.20874      |
| Dio2        | 0.48402      |
| Pgc1a       | 0.88707      |
| Pgc1a       | 0.84705      |
| Elovl3      | 0.13582      |
| Tbx1        | 0.45635      |
| CD40        | 0.63261      |

**Supplementary Table 3 Primer Sequences**

| <b>gene</b> | <b>Forward</b>         | <b>Reverse</b>          |
|-------------|------------------------|-------------------------|
| Ucp1        | ggcctctacgactcagtcca   | taagccggctgagatcttgt    |
| Cidea       | aaaccatgaccgaagtagcc   | aggccagttgtgatgactaagac |
| Dio2        | ctgcgctgtgtctggaac     | ggagcatcttcaccagttt     |
| Pgc1a       | cagtcgcaacatgctcaag    | tggggtcatttgggtactct    |
| Prdm16      | tctcggatcccacctca      | ggaagatcttgccacgtacct   |
| Cox4i1      | tactgcgctcgttctgat     | cgatcgaaagtatgagggatg   |
| Cycs        | aaatctccacggctctgttcg  | ccaggtgatgcctttgttct    |
| Cox8b       | ccagccaaaactcccactt    | gaaccatgaagccaacgac     |
| Cox7a1      | cgaagaggggaggtgactc    | agcctgggagacccgtag      |
| Nr4a1       | ctgtccgctctggctctc     | aatgcgattctgcagctctt    |
| Nr4a2       | tcagagcccacgtcgatt     | tagtcagggtttgcctggaa    |
| Adipoq      | ggagagaaaggagatgcaggt  | ctttctgccaggggttc       |
| Plin1       | ggatggagacctccctgag    | ctcacagggtcccgtcac      |
| Pparg       | gaaagacaacggacaaatcacc | gggggtgatatgtttgaacttg  |
| Ckm         | cagcacagacagacactcagg  | gaacttgttggtgtgttc      |
| Elovl3      | gaggcctctcatcctctggt   | ttgccataaactccacatcc    |
| ASK1        | cgtgctggaccgtttttac    | tctcgactccaagatggta     |
| S18         | tccagcacattttgcgagta   | cagtgatggcgaaggctatt    |

How the deposited data were processed for this re-analysis (not part of the article)

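Gene expression was measured in iBAT and eWAT of WT and ASK1-deficient mice on 4 one-colour arrays, 1 for each genotype and tissue, each with RNA pooled from 3 male mice aged 10 weeks. The arrays were assigned to genotype and tissue from the sample labels, which match the groups of the Supplementary Tables.

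The authors deposited the scanner software's output for each array, in which the processed signal is an intensity on a linear scale. The software had removed a spatial background trend and replaced dim spots by surrogate values, and nothing had been scaled between arrays. The authors also deposited a table of the series whose values are a signal on a linear scale. Set against the scanner values, each column of that table equals the processed signal of the array divided by 1 constant that makes its median 1. The paper's text names no normalization for the ratios of its Supplementary Tables, and the tables give no probe names. Where a table lists a gene more than once, the probes were assigned to its values by their ratios, after these had been seen.

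From the processed signal the log2 value was taken, control spots and spots marked as outliers were left out, spots of one probe were averaged, and the 75th percentile over all probes of the array was subtracted. A probe was taken as well above background where most of its usable spots were marked so by the scanner software. A probe below that on 1 array of a tissue was given only a bound, the bright level against the higher of the dim probe's own level and the lowest level well above background on the dim array. The value of a gene was the mean log2 ratio, ASK1-deficient minus WT, over its probes well above background on both arrays of the tissue. Genes at least 2-fold apart were counted. Of 34844 gene names in the files, 22147 were matched by symbol or unique synonym to the RefSeq gene table, giving 22066 genes, and probe positions are those of the files, on mm9. No genome of that build was used, so exons were not assigned.

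No test was run within a tissue, since each condition has 1 array. Genotype and tissue were also fitted together over the 4 arrays with limma, for the 14057 genes with a probe well above background on all 4, with Benjamini-Hochberg adjustment. This fit takes the effect of genotype as equal in both tissues and leaves 1 residual degree of freedom, and it was chosen after seeing the data. The technical spread is the SD of the log2 ratio over the spots of a probe with at least 5 usable spots. A gene list was described by its median log2 ratio and the percentile of that median among 10000 random lists of equal size, matched in 20 bins of mean level. The 17 lists, the rule for the genes that are named, the main setting and most of the alternatives were fixed before the data were examined. The genes named are those of the Supplementary Tables and of Fig. 1c, Supplementary Figs 4 and 6b, genes of the ASK1 pathway, the 5 highest and 5 lowest genes of each tissue and of those changed the same way in both, genes within 10 Mb of Map3k5 that changed the same way, Nnt, and members of the lists. Some genes are not reported here. Gbp2b, Slc6a7, Alb, Ahsg and Serpinc1 were chosen after their values were seen, as was the loess normalization. What each explanation of the closing section would show was in most cases written before the data were examined, but the numerical limits that decided the tests were set after many of the values had been seen. So were the threshold of 100 for probes brighter in iBAT and the formula for the share of brown adipocyte signal. A list of 25 hepatocyte genes was written after liver transcripts had been noticed and before its own values were seen.

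The alternatives were normexp background correction with an offset of 50, quantile normalization, no scaling, the 75th percentile over probes well above background on all 4 arrays, median centring, the series table, other filters on dim probes, the brightest probe of each gene, a 1.5-fold threshold, loess normalization, all gene names and the fit of genotype and tissue together. Normexp started from the mean signal and the background of each spot, without the software's trend removal and surrogate values. The steps were tested on simulated data made from the real WT levels, with 200 genes changed by a log2 value of 2 and with the technical spread. All 200 were recovered for the iBAT comparison, over 14377 genes, and for the eWAT comparison, over 15377 genes, and 0 unchanged genes were counted. The fit of genotype and tissue together recovered all 200 over 14057 genes and called 9 unchanged genes. This covers the technical noise and not the mice. The simulated change lay far above the spread and the 2-fold threshold, and the detection calls of the real arrays were kept. Full recovery was therefore near certain, and it checks the code only. For the fit, each changed gene was given an equal effect in both tissues, so its recovery does not bear on the real fit. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.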

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

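The tests of Ivns1abp, of Gbp2b, of the macrophage and lipogenesis lists, and of the genes changed the same way far from Map3k5 were chosen only after the results were seen. No difference between the tissues was tested, since each condition has 1 array.

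In data the paper did not discuss, transcripts of liver type were far lower in ASK1-deficient eWAT. Mup20 had a log2 ratio of -6.30, Alb of -4.26 and Ahsg of -5.58. Of the hepatocyte list, 23 of 25 genes were detected on at least 1 eWAT array, and 26 of their 29 probes were lower in ASK1-deficient eWAT, 19 of them at least 2-fold. Both probes of Gys2 were higher, and the Ugt2b1 probe was detected in WT eWAT alone, too close to the floor to give a direction. The list was written after the Mup, Serpina1, Alb and Ahsg values were known, and before its own. Of its genes, 8 were measured on both eWAT arrays, with a median of -0.96 at percentile 0, and 6 on both iBAT arrays, with a median of 0.09 at percentile 75.9. In iBAT, Alb was at least 5.62-fold and Ahsg at least 5.23-fold higher in ASK1-deficient mice. Serpinc1 had a signal of 892 in WT and 51.3 in ASK1-deficient eWAT. This is consistent with liver RNA in the WT eWAT pool, as a hypothesis. How bright these probes are in liver is not known here. A change of these genes in the adipose tissue itself was not tested and stays open.

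There were 12 genes at least 2-fold higher in one tissue and at least 2-fold lower in the other. Of these, Mup3, Mup4, Mup5, Mup9, Mup17, Mup19, Mup20, Serpina1a, Serpina1c and Serpina1e were higher in ASK1-deficient iBAT and lower in ASK1-deficient eWAT. Mup20 had a log2 ratio of 1.95 in iBAT. Members of these families are near-identical, so their probes may share signal, and the 10 do not count as separate observations. Atp4b and Slc2a5 went the other way, with log2 ratios in iBAT of -1.78 and -1.60 and in eWAT of 1.08 and 1.01. Under normexp the eWAT values of Atp4b and Slc2a5 were 0.67 and 0.70. Liver RNA in the WT eWAT pool, a hypothesis that rests on 26 lower probes of the hepatocyte list, could cover the eWAT side of the former genes. It would not cover Atp4b or Slc2a5. Whether it accounts for the falls of the Mup and Serpina1 genes was not tested. The difference between tissues was not tested.

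Gbp2b, listed as Gbp1 in the files, was near the floor in both tissues of ASK1-deficient mice. Its 2 probes lie on chromosome 3 of mm9, from 142281466 to 142281525 and from 142281897 to 142281956. In WT iBAT they gave signals of 309 and 326, and the fall was at least 4.22 and 4.30 on the log2 scale. In eWAT one probe had a log2 ratio of -5.37 and the other was at least 43.6-fold lower. A lower interferon response is argued against, since the interferon list had a median of 0.53 in iBAT and 0.08 in eWAT. A strain variant at Gbp2b, with the smallest fall being 4.22, and an effect of ASK1 cannot be told apart, because the paper states that the colonies were bred separately and the arrays hold 1 pool each.

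Within 10 Mb of Map3k5 on chromosome 10 of mm9, 2 other genes changed at least 2-fold the same way in both tissues. Adat2, at 13282655 to 13282714, had log2 ratios of 1.21 in iBAT and 1.51 in eWAT, and Hebp2, at 18260805 to 18260864, had -2.54 and -1.23. With Map3k5 left out, this is 3.33% of the 60 genes measured there, against 0.0714% of 13998 elsewhere, 22 of which have no position. This is consistent with genes linked to Map3k5 carried from the strain of the targeted ES cells, as a hypothesis. An effect of ASK1 on these genes stays open. Linkage cannot account for the 10 genes changed the same way that lie elsewhere. Under normexp, the log2 ratio of Hebp2 in eWAT was -0.69. Genes near Map3k5 that passed 2-fold in a single tissue are not counted here. Of these, Map7, at 19998061 to 20000896, had a log2 ratio of 2.31 in eWAT and 0.21 in iBAT. Echdc1 had -1.38 in iBAT and -0.0092 in eWAT, and Ccn2 had 1.02 and -0.69. Whether linkage accounts for these genes was not tested.

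In iBAT the macrophage list had a median log2 ratio of 0.78 over 14 measured genes, and the interferon list of 0.53 over 18. Both lay at percentile 100 of the random lists. Under normexp these medians were 0.64 and 0.41. In eWAT they were -0.020 at percentile 14.2 and 0.08 at percentile 96.0, and the difference between tissues was not tested. A lower share of adipocytes in the ASK1-deficient iBAT pool is argued against as the only cause. It would raise other cell types alike, and the macrophage median exceeded the T cell median by 0.752, though several T cell genes were dim. A lower share beside a macrophage change stays open. In that pool 14 of 18 general adipocyte genes and all 32 respiratory chain genes were lower, with both medians inside the central 95% of random lists. Erythrocyte genes had a median of -0.32, at percentile 4.41. More macrophages in the ASK1-deficient pool, or more active ones, stay open, and neither was tested.

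The lipogenesis list had a median of -0.63 in iBAT, over 16 genes, of which 2 were at least 2-fold lower, at percentile 0, and of 0.11 at percentile 99.3 in eWAT. Elovl3 is also in the brown adipocyte-selective list. The scaling of the arrays is argued against, since the highest median over the scalings was -0.50. A difference in feeding between the pools, or an effect of ASK1, stays open and was not tested.

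Ivns1abp had the highest log2 ratio of all genes measured in eWAT, 4.87. It rests on 1 spot, with a signal of 262447 in ASK1-deficient eWAT and 328 in WT eWAT. The other probe of the gene had a log2 ratio of 0.00. Of 14 neighbouring spots, 1 changed at least 2-fold with it, a control spot in the next row with 3109 against 4.15, a log2 difference of 9.55. This is consistent with a local fault of the array that covers both spots, as a hypothesis.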

How the results depend on the processing

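Loess normalization, the count over all gene names and the fit of genotype and tissue together were chosen after seeing the data, and the other alternatives were not. No paired analysis was possible within a tissue because each condition has 1 array. For the same reason leaving out an array was not run, and a fit with the slide as a block was not run, since all 4 arrays share it.

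Ucp1 in eWAT kept its direction and stayed past 2-fold under each normalization and the background correction tried, with -4.28 under normexp, -4.72 under quantile normalization and -4.71 without scaling. Cidea in eWAT did so too, with -2.14, -2.34 and -2.32. Ucp1 in iBAT stayed below 0 and never reached 2-fold, with -0.34 under normexp, -0.32 under quantile normalization, -0.34 with the percentile over detected probes and -0.24 under loess. Cidea in iBAT was 0 under quantile normalization, -0.077 with the percentile over detected probes and 0.032 under loess. The value of 0 follows from the construction, which sets the brightest probe of each array to one value. The percentile over detected probes and the absence of scaling shift the log2 ratios of a tissue by one constant, 0.10 in iBAT for the former and -0.087 in eWAT for the latter, which gives their changes here and for Map3k5. The cause of the changes under normexp and loess, and of the others under quantile normalization, was not tested.

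The first Map3k5 probe stayed past 2-fold, with -1.47 in iBAT and -1.50 in eWAT under normexp, -1.90 in iBAT with the percentile over detected probes and -1.85 in eWAT without scaling. The other probe was 0.043 in iBAT with the percentile over detected probes and -0.60 in eWAT without scaling. The cause of the changes under normexp was not tested.

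The counts moved with the normexp setting, the filter on dim probes and the threshold. In iBAT 106 genes changed under normexp (38 higher, 68 lower), 1127 without a filter on dim probes (583 and 544) and 1262 at 1.5-fold (650 and 612). In eWAT 60 changed under normexp (10 and 50), 1036 without a filter (432 and 604) and 622 at 1.5-fold (212 and 410). With probes well above background on all 4 arrays, 114 changed in eWAT (82 lower). Over all gene names, 81 were higher in eWAT. The offset of normexp shrinks the ratio of dim probes, and a lower threshold or no filter admits more genes by construction. Of the 266 genes changed in iBAT in the main setting, 104 also changed under normexp and 239 under quantile normalization. For the 177 in eWAT these were 59 and 170.

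The split of higher and lower genes in iBAT depended on the scaling. The share of higher genes was 45.1% in the main setting, 61.8% with the percentile over detected probes, which raised the median of all genes by 0.10, 54.0% without scaling (147 and 125), 32.6% after median centring and 31.7% with the series table (88 and 190). In eWAT it stayed between 16.7% and 27.2%.

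In both tissues 13 genes changed the same way, 4 under normexp, 84 without a filter, 89 at 1.5-fold and 22 over all gene names. With genotype and tissue fitted together in limma, 0 of 14057 genes had an adjusted p under 0.05 in place of the 2-fold rule, and 770 had an unadjusted p under 0.05. The residual of this fit is the difference between the tissues in the effect of genotype, so it does not measure the spread between mice. In opposite ways, 12 changed, 91 without a filter, 50 at 1.5-fold and 19 over all gene names. Across genes, which are not independent, Pearson's r between the tissues' log2 ratios was 0.016 and became -0.059 without a filter.

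The median log2 ratio of brown adipocyte-selective genes between WT iBAT and WT eWAT was 5.59. It was 4.93 under normexp, 5.35 under quantile normalization, 4.67 without scaling and 5.46 with the percentile over detected probes. Without scaling and with the percentile over detected probes, the change is again one constant for all genes. Loess was run only between the WT and ASK1-deficient arrays of each tissue, so its value of 4.62 is not scaled between tissues. The cause of the changes under normexp and quantile normalization was not tested. The skeletal muscle list median, iBAT, was 0.05 and changed sign to -0.033 after median centring and to -0.040 with the series table. This list held its percentile of 99.9 in both, since each only shifts all genes alike. The percentile of the brown adipocyte-selective list in iBAT ranged from 0 to 3.66, the latter under loess. Of the 80 named genes and probes past 2-fold, normexp lost 22, and no other scaling lost more than 5. Of 16 list medians outside the central 95% of random lists, only loess lost 1, that of the brown adipocyte-selective list in iBAT. The signal over background limits genes near the floor, where only a bound can be given.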

Differences from the paper's values

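The ratios computed here lie within 1.5 times the paper's for all 10 values of Supplementary Table 1, and for 7 of the 8 values of Supplementary Table 2. The exception is Elovl3 in eWAT, which was not well above background in ASK1-deficient mice and has only a bound here. Under normexp, 1 value of Supplementary Table 1, that of Elovl3, lay further apart, with 0.113 beside the paper's 0.0593. The tables list Pgc1a and Nr4a2 more than once without naming probes, and the probes were assigned by their ratios, so for these genes the closeness is partly by choice.

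Fig. 1c shows quantitative RT–PCR of iBAT, a different assay. Its caption gives a larger n than the 3 mice of each array pool, so the arrays are the less replicated side. The paper's text does not state whether the mice of the pools were among those of Fig. 1c. The paper's ratio for Ucp1 is about 0.34 in Fig. 1c, read by eye, beside 0.735 on the arrays. For Dio2 it is about 0.41 in Fig. 1c, read by eye, beside 0.193. For Nr4a1 it is about 0.82 in Fig. 1c, read by eye, beside 0.189, and for Nr4a2 about 0.83 in Fig. 1c, read by eye, beside 0.286. For these 4 genes, none of the alternatives set before the data were examined brought the values within 1.5 times of each other. The remaining 10 genes read from Fig. 1c were within 1.5 times in the main setting. Ckm was not under normexp, quantile normalization, no scaling or the percentile over detected probes.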

Other observations

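The test of a lymph node apart from B cells, the count over probes 100 times brighter in iBAT, the computed shares and the check of the spots around Slc6a7 were chosen only after the results were seen. So were the numerical limits of the other tests, and the reading of the clock and B cell lists by their single genes. Medians are of log2 ratios, ASK1-deficient over WT, and percentiles are among 10000 matched random lists.

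Saturated spots are argued against for the small differences of Ucp1 and Cidea in iBAT, since no spot was saturated and their brightest spot reached 56.96% of the saturation value. A compression of bright signals below saturation was not tested.

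The lower brown adipocyte-selective genes in eWAT are consistent with a larger share of brown adipocytes or beige cells in the WT eWAT pool, as all 6 genes predicted for it were lower. The share of the WT iBAT signal that would give the excess in WT eWAT was 0.976% for Ucp1, 0.934% for Cidea and 0.927% for Cox8b, but 0.360% for Cox7a1 and 0.344% and 0.446% for the Cpt1b probes. For Elovl3, which was not well above background in ASK1-deficient eWAT, it was at least 0.611%. Among the genes measured on both eWAT arrays the proportion was therefore not equal, which such a share alone would not give. Of 32 probes at least 100 times brighter in WT iBAT than in the eWAT arrays, 29 were lower in ASK1-deficient eWAT, with a median of -0.71. Brown fat carried over at dissection, beige cells in the depot and an effect of ASK1 on each cell stay open, and the arrays do not separate them.

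For the genes changed in iBAT, skeletal muscle carried over in one pool is argued against, since the largest change among the 5 brightest muscle genes was 0.176. The muscle list had a median of 0.05 at percentile 99.9 in iBAT and -0.34 at percentile 0 in eWAT, where 14 of 16 genes were lower. A share of muscle in the WT eWAT pool was not tested. For the genes changed in eWAT, epididymis or testis is argued against, since 6 of the 18 listed genes were detected and their largest change was 0.878. A lymph node in one eWAT pool is argued against, since it would bring B and T cells together, and the B cell and T cell medians lay 0.562 apart, with 0.12 for B cells at percentile 92.6 and -0.45 for T cells at percentile 0.020. B cells without T cells in the ASK1-deficient pool and an effect of ASK1 cannot be told apart, since the genes of the B cell list went both ways, with Pou2af1 at 2.38 and Jchain at 0.89 but Cd79b at -0.23. In iBAT these lists had medians of -0.11 at percentile 25.1 and 0.03 at percentile 61.6. The epididymis and testis list had a median of -0.13 at percentile 17.0 in eWAT and 0.30 at percentile 92.3 in iBAT.

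In iBAT the E-box phase list of clock genes had a median of 0.07 at percentile 94.8 and the Bmal1 phase list one of -0.13 at percentile 28.4. Genes of the E-box phase list went both ways there, with Nr1d1 at 0.96 and Dbp at 0.40 but Bhlhe40 at -1.01, so these medians decide nothing. In eWAT the E-box phase list had a median of 0.42 at percentile 100, and the Bmal1 phase list one of -0.10 at percentile 14.3. There only one of the lists stood apart by its median. By single genes, the E-box phase list in eWAT had 11 above 0 and 1 below, Bhlhe40 at -0.89. The Bmal1 phase list had 4 below 0 and 1 above, with Arntl at -0.99 and Nfil3 at -0.66 but Clock at -0.10. In both tissues a difference in the time of day of dissection and an effect of ASK1 on the clock genes cannot be told apart, and the arrays hold 1 pool each.

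Nr4a1 and Nr4a2 are immediate early genes. The others of the list had a median of -0.23 in iBAT, at percentile 0.90, with 14 of 18 lower, and of -0.26 in eWAT, with 16 of 18 lower. Fos had a log2 ratio of -0.73 in iBAT and Atf3 of -1.25. This is consistent with a difference in handling or sympathetic tone between the pools. An effect of ASK1 on these genes stays open. With Nr4a1 and Nr4a2, the list had a median of -0.34 in iBAT.

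Of the other lists, the general adipocyte list had a median of -0.22 at percentile 22.1 in iBAT and 0.08 at percentile 86.8 in eWAT. The respiratory chain list had -0.24 at percentile 8.37 and 0.06 at percentile 71.4. The heat shock list had -0.35 at percentile 1.43 and 0.07 at percentile 83.0. The glucocorticoid and fasting list had 0.32 at percentile 100 and 0.06 at percentile 70.6, with Fkbp5 at 1.64 and Zbtb16 at 2.23 in iBAT. The beige list had 0.38 at percentile 99.0 in iBAT, and the erythrocyte list -0.15 at percentile 0.25 in eWAT.

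The highest genes in iBAT were Tusc3 (2.66), Dlk1 (2.47), Lancl3 (2.31), Zbtb16 and Spag5 (2.22), and the lowest after Elovl3 were Mfsd2a (-3.60), Ncan (-2.68), Hebp2 and Dnajc22 (-2.42). In eWAT Pou2af1 (2.38), Map7 (2.31), Prrt2 (2.01) and Zfp516 (1.89) followed Ivns1abp. Of the genes changed the same way in both tissues, 3 were higher (Adat2, Vsx1 and Cdsn) and 10 lower, among them Map3k5, Dio2, Tatdn2, Zfp963, Cish and Adh4.

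Of the ASK1 pathway, Map3k6, which encodes ASK2, had a gene value of 0.92 in iBAT and 0.55 in eWAT, with both probes higher in each tissue. Mapk14 had -0.17 and 0.05, Map2k3 -0.07 and -0.02, Map2k6 -0.05 and 0.04, Prkaca -0.47 and -0.04, and Adrb3 -0.45 and 0.07. Nnt had 0.03 in iBAT and -0.02 in eWAT.

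The Slc6a7 probe gave a signal of 155826 in WT eWAT and was not well above background on the other 3 arrays. It has 1 spot. Of the 14 neighbouring spots, the most raised had 113 in WT and 53.6 in ASK1-deficient eWAT, a log2 difference of 1.08, so none was raised as it was. No other explanation was tested.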
